# Patterns of Gene Expression in *Drosophila* InsP_3_ Receptor Mutant Larvae Reveal a Role for InsP_3_ Signaling in Carbohydrate and Energy Metabolism

**DOI:** 10.1371/journal.pone.0024105

**Published:** 2011-08-25

**Authors:** Satish Kumar, Debleena Dey, Gaiti Hasan

## Abstract

**Background:**

The Inositol 1,4,5-trisphosphate receptor (InsP_3_R) is an InsP_3_ gated intracellular Ca^2+^-release channel. Characterization of *Drosophila* mutants for the InsP_3_R has demonstrated that InsP_3_-mediated Ca^2+^ release is required in *Drosophila* larvae for growth and viability.

**Methodology/Principal Findings:**

To understand the molecular basis of these growth defects a genome wide microarray analysis has been carried out with larval RNA obtained from a strong InsP_3_R mutant combination in which 1504 independent genes were differentially regulated with a log_2_ of fold change of 1 or more and *P*<0.05. This was followed by similar transcript analyses from InsP_3_R mutants where growth defects were either suppressed by introduction of a dominant suppressor or rescued by ectopic expression of an InsP_3_R transgene in the *Drosophila* insulin like peptide-2 (Dilp2) producing cells.

**Conclusions/Significance:**

These studies show that expression of transcripts related to carbohydrate and amine metabolism is altered in InsP_3_ receptor mutant larvae. Moreover, from a comparative analysis of genes that are regulated in the suppressed and rescued conditions with the mutant condition, it appears that the organism could use different combinations of pathways to restore a ‘normal’ growth state.

## Introduction

The efficient survival of multicellular organisms requires physiological co-ordination between cells, tissues and various organs. This co-ordination is achieved through signaling pathways some of which evolved in parallel with multicellular complexity. Release of calcium (Ca^2+^) from intracellular stores appears to be such a signaling pathway that co-evolved with metazoan life forms suggesting that it might be an important modulator of basic physiological pathways [1]. Our understanding of how intracellular Ca^2+^ signaling modulates systemic physiology however remains cursory. Intracellular Ca^2+^-release in response to inositol 1, 4, 5-trisphosphate (InsP_3_) signals occurs through a ligand-gated Ca^2+^ channel, the InsP_3_ receptor (InsP_3_R) present on the membranes of intracellular Ca^2+^ stores, primarily in the endoplasmic reticulum (ER). Vertebrate genomes have three genes for the InsP_3_R for which knock-outs have been generated in the mouse model [2], [3]. Among these, the InsP_3_R1 knock-out animals are lethal to a large extent. Analysis of the few survivors obtained showed growth defects and ataxia [3]. In the InsP_3_R2 and 3 knock-outs exocrine secretion is defective resulting in feeding defects [2].

The *Drosophila* genome contains a single gene for the InsP_3_R (*itpr*), making it an attractive genetic model for understanding systemic roles for InsP_3_-mediated Ca^2+^ release. There are several well characterized *itpr* mutant alleles of which the stronger alleles are larval lethal and exhibit severe growth defects prior to lethality [4], [5]. In order to understand the molecular basis of these growth defects we have carried out a series of transcriptional profiling experiments from *itpr* mutant animals in the absence and presence of either an extragenic suppressor or a rescuing transgene. The suppressor is the *Ca-P60A^Kum170ts^* mutant allele for the *Drosophila* sarco-endoplasmic reticular Ca^2+^-ATPase (SERCA), referred to as *Kum^170^* throughout this paper [6]. *Kum^170^* reduces the rate of Ca^2+^ uptake by the ER at 25°C in *Drosophila* neurons [7] and thus suppresses *itpr* mutant alleles by altering the dynamics of intracellular Ca^2+^ signals. The rescued condition has been described earlier and consists of expression of an *itpr^+^* cDNA transgene in insulin-producing cells (IPCs) of the brain [4]. In vertebrates changing levels of growth hormones and growth factors like the Insulin-like Growth Factors (IGFs) strongly affect body and organ size. In *Drosophila* there is no functional separation between insulin-like growth factors and insulin signaling. Thus a single insulin/IGF system manages growth and energy metabolism. The cellular and molecular basis of rescue of *itpr* mutants by expression of the *itpr^+^* cDNA in *Drosophila* IPCs remains to be understood.

Here, we characterized the transcriptional profile of *itpr* mutant larvae just prior to the manifestation of growth deficits, followed by a comparison of these changes in transcripts from suppressed and rescued mutant animals. Our data show that growth deficits are preceded by significant changes in gene expression and support a link between intracellular calcium signaling and energy metabolism. Reversal of the growth deficit either by suppression or rescue has helped identify candidate pathways and genes that might function downstream of intracellular Ca^2+^ release.

## Materials and Methods

### Drosophila melanogaster strains

*itpr^sv35/ug3^* is a larval lethal heteroallelic combination of single point mutants in the *itpr* gene generated in an ethyl methanesulfonate (EMS) screen. Detailed molecular information on these alleles has been published [5]. The embryonic wild-type *itpr* cDNA (*UASitpr^+^*) [8] was used for rescue experiments and *Ca-P60A^Kum170ts^* [6], [9] was used as a suppressor. The *dOrai^20119^* allele (referred to as *dOrai^2^*) was procured from the Bloomington Drosophila Stock Center [10]. *Dilp2GAL4* used for the rescue experiments was from Dr. E. Rulifson [11]. The wild-type Drosophila strain used in all experiments is *Canton-S* (*CS*). Fly strains were generated by standard genetic methods using individual mutant and transgenic fly lines described above. Flies were grown at 25°C in standard cornmeal medium containing agar, corn flour, sucrose, yeast extract along with anti-bacterial and anti-fungal agents.

### Larval staging

Staging experiments for obtaining molting profiles of heteroallelic mutant larvae were carried out as described previously with minor modifications [5]. Briefly, flies were allowed to lay eggs for a period of 8 hrs at 25°C. Embryos were allowed to hatch and grow further at this temperature. Larvae of the desired genotype were selected from these cultures at 56–64 h after egg laying (AEL) and transferred into vials of standard cornmeal medium lacking agar (agar less medium). Larvae were grown in agar less medium at 25°C and screened at the indicated time points for number of survivors and their phase of growth and development. For each time interval, a minimum of 75 larvae were screened in batches of 25 larvae each. Computation of means, SEM, and *t-*tests were performed using Origin 7.5 software (Origin Lab, Northampton, MA, USA).

### RNA isolation for microarray and qPCR

For isolation of total RNA, larvae of the requisite genotypes were selected at 58–62 hr AEL and snap frozen in liquid nitrogen. Total RNA was isolated using TRI Reagent (Sigma, St. Louis, USA) according to manufacturer's specifications. After quantification, RNA with a ratio of OD_260_/OD_280_>1.8 was taken for further experiments. Integrity of the isolated RNA was confirmed by the presence of full length rRNA bands on a 1.2% formaldehyde agarose gel. For microarrays three independent sets of RNA were isolated from control (*CS*), mutant (*itpr^sv35/ug3^*) and rescued larvae (*UASitpr^+^/+; Dilp2GAL4/+^/ug3^;* referred to as rescue) and two sets of RNA from *Kum^170ts^* suppressed larvae (*Kum^170ts^*/+; *itpr^sv35/ug3^;* referred to as suppressor). For qPCR three independent sets of RNA were isolated from all genotypes tested.

### Microarrays

Further quality control of isolated RNA, labeling of RNA probes with either cyanine 3-dUTP (Cy3) or cyanine 5-dUTP (Cy5), their hybridization to one Drosophila 8*60 K array AMADID: 27326 (Agilent Technologies Inc., Santa Clara, CA, USA) consisting of 8 replicate 60 K microarrays, scanning of signal intensities and analysis plus normalization of signal intensities were carried out by Genotypic Technology, Bangalore, India. 

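The array files hold 61657 spots besides 1319 control spots, and these spots carry 39020 different probes. A gene was found for 28141 of these probes: 23733 through a CG number in the file, 3448 through a RefSeq accession, 934 through a gene symbol and 26 through a gene identifier shared with another probe. They stand for 13493 genes, of which 7035 have 2 or more probes. The files give positions on dm3 (BDGP release 5) for 31545 probes.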

Details of the numbers of probes present on the 60 K microarray are given in Table 1. Approximately 6000 EST probes could not be matched to existing CG IDs in FlyBase [10]. 

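A further 10879 probes had no CG number and no match in the table of gene names, and they were kept under the name that the file gives them.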

The experiments consisted of three arrays hybridized with control and mutant RNA (mutant), three arrays hybridized with mutant and *Dilp* rescue (rescue) and two arrays hybridized with mutant and *Kum* suppressor (suppressor) conditions. Independent sets of larvae were collected and used to isolate RNA for each of the hybridizations. The biological replicates were tested for reproducibility using the Pearson's correlation protocol from Microsoft Office Excel 2003. Correlation coefficients for biological replicates were>0.6 in all cases (Table 2). 

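Pearson's r between the log2 ratios (Cy5 over Cy3) of each pair of arrays was computed over all 39020 probes, dim ones included. The probes are not independent replicates, so no p was computed for these 28 pairs. Between the mutant arrays, r was 0.728 for replicates 1 and 2, 0.547 for replicates 1 and 3, and 0.570 for replicates 2 and 3. Between the rescue arrays it was 0.698, 0.550 and 0.541 in the same order, and between the suppressor arrays it was 0.516. Pairs of 1 rescue and 1 suppressor array gave values from 0.361 to 0.561. Pairs of a mutant array with a rescue or suppressor array, which hold mutant RNA in opposite channels, gave values from -0.235 to 0.0895. The value of 0.728 moved most when only the 20422 probes that were well above background in both channels were used, to 0.861. Over the 26194 tested probes, a choice made after seeing the data, r was 0.828, 0.633 and 0.653 between the mutant arrays, 0.821, 0.604 and 0.607 between the rescue arrays, both in the same order, and 0.597 between the suppressor arrays.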

All data obtained is MIAME compliant and raw hybridization data from the microarray have been submitted to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo) under series GSE29736.

**Table 1:** Details of probes spotted on the 8*60 K array, AMADID: 27326 from Agilent.

Number of Probes (minus control probes)	34169
Number of Probes with CG IDs	28023
Number of Unique CG IDs (Genes)	14157
Number of Probes without CG IDs (ESTs)	6146
Number of Unique Probes without CG IDs (ESTs)	5664

**Table 2:** Correlation analysis among the biological replicates of microarray hybridizations for RNA obtained from larvae of the genotypes *itpr^sv35/ug3^* (mutant), *UASitpr^+^; Dilp2GAL4/+; itpr^sv35/ug3^* (rescue) and *Kum^170/+^; itpr^sv35/ug3^* (suppressor).

	Mutant_1	Mutant_2	Mutant_3	Rescue_1	Rescue_2	Rescue_3	Suppressor_1	Suppressor_2
**Mutant_1**	1.00	0.86	0.79	0.06	0.04	0.06	0.03	0.04
**Mutant_2**		1.00	0.84	0.07	0.03	0.04	0.06	0.03
**Mutant_3**			1.00	0.11	0.10	0.01	0.15	0.14
**Rescue_1**				1.00	0.72	0.64	0.53	0.54
**Rescue_2**					1.00	0.83	0.53	0.66
**Rescue_3**						1.00	0.43	0.56
**Suppressor_1**							1.00	0.84
**Suppressor_2**								1.00

### Data analysis

Data analysis was performed using GeneSpring GX7.3.1 software (Silicon Genetics, Redwood City, CA, USA). Differentially regulated genes were ranked on the basis of signal intensity, normalized ratio, flag value and variance across biological replicate experiments. Top ranked genes had a higher intensity; high-normalized ratio for up and low for down; they were unflagged and showed very low variance or standard deviation. The normalized signal intensity of all filtered genes was taken for calculating log2 of the fold change in all experiments. The default multiple test correction in GeneSpring GX is the Benjamini and Hochberg False Discovery Rate protocol which provides a good balance between discovery of statistically significant genes and limitations of false positive occurrences. This, combined with a *t*-test performed at the 0.05% significant level for each gene, was used for calculating the final P-values. With this protocol the genes identified by chance (false discovery rate) is 5% of genes that are considered statistically significant.

Annotations of biological processes, molecular function and cellular localization were obtained using publicly available Gene Ontology information (The Gene Ontology Consortium) [12] uploaded to GeneSpring GX7.3.1 software and the publicly available DAVID database [13], [14] and FlyBase [10]. For comparison with published microarrays, lists of regulated genes with CG IDs were downloaded. Numbers of common genes were obtained by comparing the CG IDs from published data with our data using GeneSpring GX.

### Reverse Transcription-PCR (RT-PCR) and Real time PCR (qPCR)

Total RNA (1 µg) was reverse transcribed in a volume of 20 µl with 1 µl (200 U) Moloney murine leukemia virus (M-MLV) reverse transcriptase (Invitrogen Technologies, Carlsbad, CA, USA) using 1 µl (200 ng) random hexaprimers (MBI Fermentas, Glen Burnie, MD, USA) containing 1 mM dithiothreitol (DTT) (Invitrogen Technologies, Carlsbad, CA, USA), 2 mM of a dNTP mix (GE HealthCare, Buckinghamshire, UK) and 20 U of RNase Inhibitor (Promega, Madison, WI, USA) for 1 h at 42°C. The polymerase chain reactions (PCRs) were performed using 1 µl of cDNA as a template in a 25 µl reaction volume under appropriate conditions. Real-time quantitative PCR (qPCR) were performed on the Rotor-Gene 3000 (Corbett Research, Australia) operated with Rotor Gene software version 6.0.93 using MESA GREEN qPCR MasterMIX Plus for SYBR® Assay I dTTp (Eurogentec, Belgium). Experiments were performed with *rp49* primers as internal controls and primers specific to the gene of interest, using serial dilutions for the cDNA of 1∶10, 1∶100 and 1∶1000. Sequences of the primers used in the 5′ to 3′ direction are given below. Sequence of the forward primer is given first in each case.

*rp49* CGGATCGATATGCTAAGCTGT; GCGCTTGTTCGATCCGTA,

*CG2650* GCTCATCCTGCCCATTGTCA; TGGTTCAGCACCTTCAGCGT,

*unc-119* CGAGTTTCCTAACCTTCCACC; GGCGTAGTCGGCTTTGTTGT,

*CG9698* CCAGAGGTATCTTGGATGGAG; TCATTCAGACCACGGAAGTCC,

*rib* CGACACACCCATCCTGAGAA; TCGCCTCCACTTACTCCCAA,

*Cyp12d1-d* GATGGTATTCCGCAACGAGGG; ATCGTAGTTTTCCCCATGCCTC,

*DAT* CATGGCCCACACACTGGGT; GATCTTGGGAAACTCGTCGCTC,

*Idgf4* TCCTGCCCAATGTGAACTCTTCG; TCAGCTCGTAGATCGGTGCC,

*l(2)dtl* AAGGAGAAGGTGGACTGGCTGA; GGATTGGGAATGGGAGTGCGA,

*pan* TGCGTGCTAAGGTTGTTGCTG; CATTGGTATCTTGCTTCCGCTTC,

*Aldh* GAAACCATCAACCCGACCAC; ACATGCTGTAGGGCTTGCC,

*ng2* TCCTCGGCTGTGTGATGATCC; GTGAGGCTGTTGTTGTGGTGG.

Each qPCR experiment was repeated three times with independently isolated RNA samples. Cycling parameters were 95°C for 5 min, 40 cycles of 95°C for 15 s and 60°C for 30 s, 72°C for 30 s, then 1 cycle of 72°C for 5 min. The fluorescent signal produced from the amplicon was acquired at the end of each polymerization step at 72°C. A melt curve was performed after the assay to check for specificity of the reaction. The fold change of gene expression in the mutant relative to wild-type was determined by the comparative ΔΔC_t_ method [15]. In this method the fold change = 2^−ΔΔCt^ where ΔΔC_t_ =  (*C*_t(target gene)_ –*C*_t(rp49)_)_mutant_− (C_t(target gene)_ − C_t(rp49)_)_Wild type_.

## Results

### Growth defects in strong InsP_3_R mutants can be suppressed by reducing Ca^2+^ uptake into the endoplasmic reticulum Ca^2+^ store

Strong hypomorphic alleles of the *Drosophila itpr* gene exhibit severe growth defects prior to lethality [4]. To understand the molecular changes and Ca^2+^ signals underlying these growth defects a dominant loss-of-function allele for the Sarco-endoplasmic reticulum Ca^2+^ ATPase (referred to as *Kum^170^*) was introduced in the lethal *itpr* heteroallelic mutant combination of *itpr^sv35/ug3^*. Previous studies have shown that the *Kum^170^* mutant allele can partially suppress phenotypes of weak *itpr* mutant alleles that arise during pupal development [9]. The cellular basis of this suppression is apparently elevated basal cytosolic Ca^2+^, which was measured in primary cultured neurons of the *Kum^170^/+* allele [7]. The elevation of basal Ca^2+^ observed is most likely due to a reduced rate of Ca^2+^ uptake from the cytosol to the ER store. In *itpr* mutant animals with one copy of the *Kum^170^* allele (*Kum^170^/+; itpr^sv35/ug3^*), a significant increase in larval viability was observed as compared with *itpr* mutants on their own (Figure 1A). The viable larvae grew to a size comparable to wild-type and a few pupated and eclosed as adults (Figure 1B). In contrast to *Kum^170^*, there was no significant suppression of growth and viability of *itpr^sv35/ug3^* animals by the allele *dOrai^2/+^* either on its own or in combination with *Kum^170/+^* (Figure 1A and B). The *dOrai^2/+^* allele is a gain-of-function allele for the *Drosophila* store-operated Ca^2+^ channel and suppresses *itpr* mutant phenotypes that arise during pupal development [7]. Since the *Kum^170^* allele was a more robust suppressor of growth and viability in *itpr* mutant larvae it was used in subsequent experiments.

**Figure 1:**
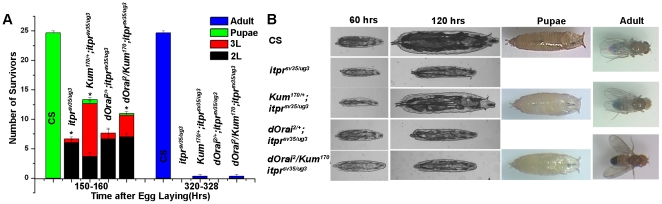
Lethality and growth defects in itpr^sv35/ug3^ mutant larvae can be partially suppressed by a single copy of *Ca-P60A^Kum170ts^*. (A) Number of surviving animals of the indicated genotypes and stages obtained at the specified times after egg laying. As compared to wild-type (*Canton-S or CS*), *itpr* mutant organisms (*itpr^sv35/ug3^*) are lethal. Two potential suppressor alleles, *Kum^170^* and *dOrai^2^*, were tested for suppression of lethality in *itpr^sv35/ug3^*. Results are expressed as mean survivors ± SEM and * indicates significance with *P*<0.01 (*t*-test). (B) Sample photographs of viable organisms of the indicated genotypes. *dOrai^2^* suppresses growth defects of *itpr^sv35/ug3^* to a greater extent at 60 hrs after egg laying as compared with *Kum^170^*. However, this effect does not persist and at 120 hrs hours after egg laying growth defects are suppressed more effectively by *Kum^170^*. A few adults with outspread wings, a phenotype reminiscent of viable *itpr* mutants, eclose from *itpr^sv35/ug3^* pupae in the presence of *Kum^170^*.

### Transcriptional profiling of itpr^sv35/ug3^

To understand the molecular changes underlying growth defects in *itpr^sv35/ug3^* and their suppression a series of microarray experiments were performed. 

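For the mutant experiment, RNA from whole itpr^sv35/ug3 larvae was labelled with Cy5 and RNA from Canton-S larvae with Cy3, and each pair was hybridized to 1 of the 8 arrays of a single Agilent slide, with 3 arrays in all. The sample labels give an age of 60 h AEL, and the methods give 58 to 62 h AEL. The dyes were not exchanged on any array, so a difference between dyes at a probe is not separated from a difference between genotypes. The authors deposited the output of Feature Extraction, in which the background is subtracted from the signal of each spot, a surrogate value replaces dim signals, and the dyes are balanced within the array by a linear and a LOWESS step. No scaling between arrays was applied. On the mutant arrays, 59.0% to 60.2% of the spots were well above background in Cy5 and 58.5% to 63.8% in Cy3, and 0 spots were saturated. From the processed signals, log2 ratios of Cy5 over Cy3 were computed, outlier spots were left out, and the spots of a probe were averaged. All 8 arrays were fitted together in limma (lmFit, and eBayes with a trend) with a mean for each of the 3 experiments, over 26194 probes of 15682 genes. A probe was called at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1, and a gene where at least 1 of its probes was called and none the other way. Where a probe was not well above background in 1 channel on any array of an experiment, only a lower bound on the fold is given. The bound sets the mean log2 signal of the brighter channel against the dim channel, in which each array counts with the higher of the probe's own signal and the lowest signal that was well above background on that array. These signals were taken per channel after loess and Aquantile normalization, and without exchanged dyes they are open to dye bias. The bound is therefore approximate: for some genes of Table 3 it is larger than the paper's value and for others smaller. The number of arrays limits the precision of every value.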

Initially, we obtained the transcriptional profile of RNA isolated from whole *itpr^sv35/ug3^* larvae, just before growth defects are evident (at 60 hrs after egg laying or AEL), and compared this with larvae of the wild-type *Canton-S* strain, in which genetic background the *itpr* mutants were originally generated. This experiment was repeated with three biological replicates and genes that were up and down-regulated (log_2_ fold change≥1; *P*<0.05) in *itpr^sv35/ug3^*, represented as red dots, are shown in the volcano plot in Figure 2A. 

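The targeted gene is listed as Itp-r83A (CG1063) and was measured by 2 probes. At the brighter probe (chromosome arm 3R, 1364412 to 1364471), the log2 ratio of mutant over wild type was 0.11, 0.24 and -0.28 on the 3 arrays, with a mean of 0.02 ± 0.27 (SD, n = 3, adjusted p = 0.916, limma). The other probe gave -0.06. The level of the transcript did not differ between the genotypes by more than the spread between arrays; both alleles are point mutants.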

Yellow dots represent genes that were not altered significantly by the above criteria. 

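Of the 15682 genes tested, 2315 were called in the mutant, 1167 of them up-regulated and 1148 down-regulated. Probes without an identified gene count here under their own name; 1549 of the called genes were identified. A further 34 genes had probes called both ways and were left out. The alternative that moved this count most was the methods' t-test with adjusted p, which called 4 genes, against 1809 genes at its unadjusted p. Background correction by normexp with an offset of 50, followed by loess, gave 748 genes. With 1 array left out at a time, the count lay between 1855 and 2349. The paper's Table S1 lists 1 probe for each of its 1504 genes; 1452 of these probes were tested, 1397 were called the same way and 0 the other way. By the same matching, 993 of the 1504 are identified genes. Adjusted over the list alone, 1412 were called, which is not independent evidence because the list was drawn from these arrays. Across these probes, which are not independent replicates, Pearson's r between the log2 fold changes and those of Table S1 was 0.989.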

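Among the called genes that went the same way on every array, CG1304 (X, 20835597 to 20835656) had a log2 fold change of 7.17 ± 0.65 (SD, n = 3, adjusted p = 2.52e-07, limma). GlcAT-I rose by 6.34 ± 0.21 (SD, n = 3) at a probe whose Cy3 signal was measured on 2 of the 3 arrays, while its other probe gave -0.92. CG10877 was at least 120.3-fold, CG14406 at least 45.6-fold and Rbp6 at least 28.4-fold higher. The other 5 probes of Rbp6 lay between -0.31 and 0.10 on the log2 scale. At the same probe, Rbp6 was also called higher in the rescue, by at least 21.2-fold, and in the suppressor, by 4.29 ± 1.70 (log2, SD, n = 2). For probes higher in all 3 comparisons a difference between the dyes is a candidate explanation, so this value may not reflect the transcript. Among the genes that fell, CG6296 (3R) had a log2 fold change of -6.78 ± 0.19 (SD, n = 3, adjusted p = 3.91e-08, limma), and -1.17 at its other probe. The cDNA SD07650 had -7.26 ± 0.66 (SD, n = 3), with its Cy5 signal measured on 1 of the 3 arrays. Kap3 was at least 80.1-fold and st at least 60.5-fold lower; the other probe of Kap3 gave 0.21, and st was raised again in the suppressor, while in the rescue experiment neither RNA was well above background. Of 200 genes with the largest rises and falls among those with more than 1 tested probe, 124 (62.0%) had a brightest other probe that was not called the same way. Among the 467 values of single genes in single comparisons that were examined under other settings, normexp with loess changed the most calls: 39 were lost and 7 gained.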

Amongst the 1504 independent genes that crossed this stringency threshold, 768 were up-regulated (right) and 736 were down-regulated (left). A complete list of these genes with individual hybridization intensity values and fold changes is given in the supplementary data (Table S1).

**Figure 2:**
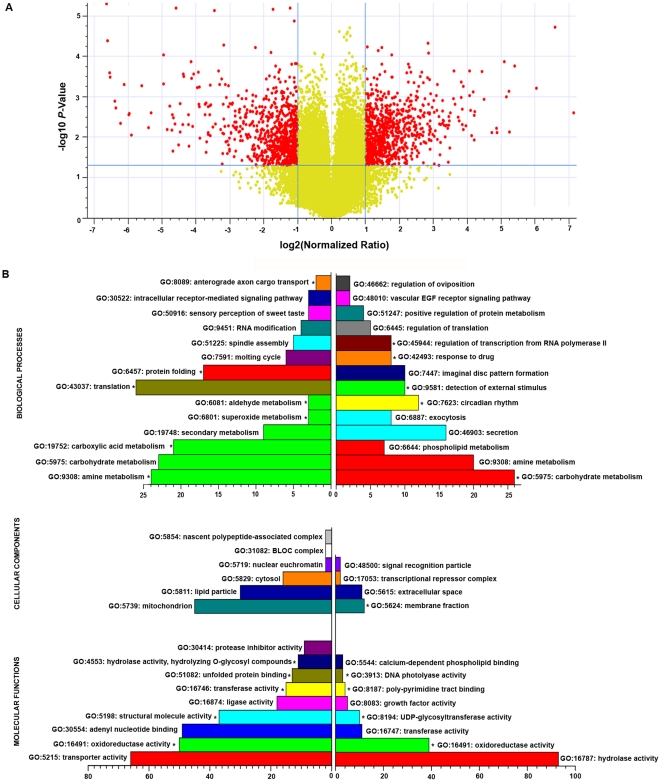
Microarray results of gene expression in *itpr^sv35/ug3^* larvae prior to cessation of growth. (A) A volcano plot of the expression level of all genes in *itpr^sv35/ug3^* as compared with wild-type. The X-axis defines the magnitude of the difference in expression between the mutant and the control state while the Y-axis defines the *P*-value of the observed change. Red dots represent genes whose expression was altered by one fold up or down upon taking log_2_ of the normalized expression ratios (X axis) with *P*<0.05 (−log_10_ of *P* value on the Y axis; −log_10_ of 0.05 = 1.3, horizontal blue line). (B) Gene Ontology (GO) classification of up-regulated and down-regulated genes in the listed categories. The X-axis represents the number of genes in the mutant in the marked category. Right panels indicate up-regulated genes and left panels indicate down-regulated genes. Only functional categories with P<0.05 are shown. * indicates functional categories with *P*<0.01.

To identify specific pathways affected by reduced InsP_3_ receptor function genes with significantly altered transcription profiles were classified into established Gene Ontology (GO) categories. Groups of genes under a similar category whose numbers were significant (P<0.05) are depicted in the bar graphs in Figure 2B and C. Categories with higher significance (P<0.01) are marked with asterisks. In the mutant UP state 358 genes could be classified in various GO categories for biological processes (Table S2, BP), while in the mutant DOWN state 369 genes could be classified similarly (Table S2). 

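Table S2 lists 26 genes of carbohydrate metabolism as up-regulated; 25 of them were tested and 23 called up-regulated, with a median log2 fold change of 1.48. Of 23 carbohydrate genes listed as down-regulated, 19 were called, with a median of -1.25. For amine metabolism, all 18 genes that could be read as up-regulated were called, with a median of 1.47, and 20 of the 23 read as down-regulated, with a median of -1.38. Adjusted over the list alone, the 4 counts were 23, 18, 18 and 21. These lists were selected by the paper on the same arrays, so the counts are not independent evidence. Over all categories of Table S2, with each gene counted once in a direction, 170 of 206 genes listed as up-regulated (82.5%) and 205 of 264 listed as down-regulated (77.7%) were called the listed way. Where no probe of Table S1 was matched to a gene, the paper's probe did not enter the count, and the median took the brightest probe instead. Such a gene, if not called, is not shown to fail at the paper's probe. Of the probes of Table S1 themselves, 1397 of the 1452 tested were called the same way. The categories' own significance could not be computed, because the tables hold only the genes that passed the paper's filter.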

From this analysis *itpr^sv35/ug3^* larvae show the greatest perturbation in genes affecting carbohydrate and amine metabolism. Genes affecting these two biological processes are both up-regulated and down-regulated and hence were analyzed further by placing them in metabolic pathways using the KEGG database. Down-regulated genes that classified under carbohydrate metabolism included Aconitase (TCA cycle), Enolase (Glycolysis), Zwischenferment (Pentose phosphate pathway) and several genes in galactose metabolism, indicating a reduction in the energy flux in *itpr* mutants. 

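For Aconitase (Acon, CG9244; 2L, 21168715 to 21168774), the log2 fold change was -1.11 ± 0.26 (SD, n = 3, adjusted p = 0.00472, limma), and its other 3 probes lay between -1.58 and 0.08. Under normexp with loess it was -0.43 and without mutant replicate 3 it was -1.00, and the gene was called under neither. Enolase (Eno, CG17654) was at least 2.11-fold lower at the listed probe, whose Cy5 signal was not well above background on any array, while its other 3 probes lay between -0.08 and 0.27. Zwischenferment (Zw, CG12529; X, 19565404 to 19565463) had -1.25 ± 0.22 (SD, n = 3, adjusted p = 3.17e-04, limma), with -0.91 to -0.10 at its other 4 probes.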

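As a wider test, 17 lists of genes were fixed by gene symbol and tested with limma's camera in each of the 3 comparisons, with adjustment over all 51 tests. Of these tests, 31 were called, against 26 when the probes of each gene were averaged first, the alternative that moved this number most. Under limma's fry, which takes the correlation between probes from the data, 6 of the 31 were not called: antimicrobial peptides in the mutant and the rescue, glycolysis and TCA cycle enzymes in the mutant, and both ribosomal protein lists and cuticle proteins in the suppressor. Another 3 were called by fry alone: cytochrome P450 genes and UDP-glycosyltransferases in the mutant, and markers of the last larval instar in the suppressor. The glycolysis and TCA cycle enzymes (84 probes of 22 genes) had a median log2 fold change of -0.22 over probes in the mutant, with an SD of 0.04 between the medians of the 3 arrays (adjusted p = 0.0122, camera, 0.157, fry). With probes averaged per gene the adjusted p was 0.064. By the brightest probe of each gene, the largest changes in this list were 1.35 for Pfk, 0.41 for Hex-A and -0.39 for Pgd, but the other probes of Pfk lay between -1.14 and -0.58.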

Up-regulated genes in carbohydrate metabolism were primarily in starch and sucrose pathways (e.g. amylase, maltase) and in amino sugar metabolism (chitinase). 

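Among amylases, Amy-p had a log2 fold change of 3.47 ± 1.84 (SD, n = 3, adjusted p = 0.00223, limma), Amy-d 2.53 ± 1.14 and Amyrel 3.02 ± 0.51. Over the list of maltases and amylases (8 probes of 6 genes), the median was 1.82 with an SD of 0.91 between arrays (adjusted p = 0.011, camera), and the adjusted p was 0.0694 with probes averaged per gene. The chitinase Cht4 (2R, 16952894 to 16952953) rose by 2.10 ± 0.54 (SD, n = 3, adjusted p = 7.15e-05, limma). The list of chitinases and the imaginal disc growth factors related to them (23 probes of 13 genes) had members called both ways, and its median was -0.53 with an SD of 0.26 between arrays (adjusted p = 0.0354, camera); averaging the probes of each gene turned the direction of the test, with an adjusted p of 0.987. With a term for the replicate number, chosen after seeing the data, its adjusted p was 0.0367, and 0.071 with this term signed by the channel of the mutant RNA.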

The chitinases overlap with genes up-regulated in amine metabolism. This group also includes enzymes that fall in pathways of tryptophan, arginine and proline metabolism. 

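The aminoacyl-tRNA synthetases (41 probes of 21 genes) had a median log2 fold change of -0.36 in the mutant, with an SD of 0.05 between the medians of the 3 arrays (adjusted p = 1.54e-04, camera). By the brightest probe of each gene, the largest changes went both ways: Aats-asp rose by 1.71 ± 0.12 (SD, n = 3), and Aats-val had -1.01 ± 0.29 (SD, n = 3) and Aats-asn -0.52 ± 0.02 (SD, n = 3). Without mutant replicate 3, Aats-val had -0.84 and was not called.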

Amine metabolism genes that are down-regulated include several t-RNA synthetases and two enzymes affecting the one carbon pool by folate, another pathway that feeds into energy metabolism. 

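Of 12 genes that Table S2 lists under circadian rhythm as up-regulated, 11 were tested and 9 called, with a median log2 fold change of 1.30; adjusted over the list alone the count was 10. Clk (CG7391; 3L, 7757339 to 7757398) was at least 2.58-fold higher, from a probe measured in Cy5 on 2 of the 3 arrays and in Cy3 on none; its other probe gave a log2 fold change of 1.33, which was not called under normexp with loess (0.38) or without mutant replicate 3 (1.00). For cyc (CG8727; 3L) it was 1.03 ± 0.11 (SD, n = 3, adjusted p = 4.16e-04, limma) and 0.66 at the other probe; normexp with loess (0.64) and leaving out mutant replicate 1 (1.00) lost its call. For cry (CG3772), neither channel was well above background on any array, so no fold is given. 5-HT1A (CG16720; 2R) rose by 1.78 ± 0.05 (SD, n = 3, adjusted p = 1.18e-05, limma), and by 0.70 at its other probe. For norpA (CG3620; X), the listed probe gave 1.30 ± 0.28 (SD, n = 3, adjusted p = 0.0335, limma) and its other 4 probes lay between -1.31 and 2.81; its call was lost under normexp with loess (0.55) and without any 1 of the 3 arrays. The list of 11 circadian genes fixed by symbol (32 probes) had a median of 0.50 with an SD of 0.30 between arrays (adjusted p = 0.00185, camera).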

Amongst other classes of up-regulated genes, of interest are a set affecting circadian rhythms, which include *clock, cycle, cry, dopamine transporter (DAT), serotonin receptor 1A* (*5HT1A*) and *norpA*. Some of these fall under other GO categories listed. For example *clock* and *cycle* are part of the list under positive regulation of transcriptional regulation, while *norpA* (encoding phospholipase Cβ) also comes under phospholipid metabolism. Genes encoding proteins regulating secretion and exocytosis such as *Synoptagmin 1, Synoptagmin 7, Synapsin*, and *Calcium activated protein for secretion* (*Caps*) are also up-regulated. 

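Syt1 (CG3139; 2L, 2780792 to 2780851) had a log2 fold change of 1.51 ± 0.21 (SD, n = 3, adjusted p = 3.18e-05, limma) at the listed probe and -0.10 and -0.07 at the other probes. Syt7 (CG2381; chromosome 4) had 2.42 ± 0.10 (SD, n = 3) at the listed probe and -1.62 and 2.88 at the others. Syn (CG3985; 3R) had 1.15 ± 0.23 (SD, n = 3), with 0.00 and 0.66 at the others. Caps (CG33653; chromosome 4) had 1.04 ± 0.24 (SD, n = 3), with 0.32 and 1.07 at the others, and its call was lost under normexp with loess (0.84) and without mutant replicate 1 (0.92). Of 16 genes listed in Table S2 under secretion, 11 were called up-regulated (12 when adjusted over the list alone), with a median of 1.27. The list of synaptotagmins and exocytosis genes (26 probes of 9 genes) had a median of 0.32 with an SD of 0.25 between arrays (adjusted p = 0.00268, camera).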

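Of the 26 genes that Table S2 lists under translation as down-regulated, 13 were called (13 also when adjusted over the list alone). The median log2 fold change was -0.70. Values in this category reached 0.48, and genes without a matched probe of Table S1 were taken at their brightest probe. The mitochondrial ribosomal proteins (93 probes of 68 genes) had a median of -0.24 with an SD of 0.16 between the medians of the 3 arrays (adjusted p = 2.77e-05, camera, 0.035, fry). The largest changes among them were 3.51 ± 0.40 (SD, n = 3) for mRpL48, -1.42 ± 0.24 (SD, n = 3) for mRpS29 and -1.01 ± 0.23 (SD, n = 3) for mRpL33, whose call was lost under normexp with loess (-0.95) and without mutant replicate 1 (-0.94) or 2 (-0.94). The cytosolic ribosomal proteins (248 probes of 88 genes) had a median of 0.10 and were not called (adjusted p = 0.163, camera); normexp with loess called them as up-regulated (adjusted p = 8.28e-06).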

In the set of genes significantly down-regulated under the translation category are several ribosomal proteins including mitochondrial ribosomal proteins. As expected from earlier findings genes belonging to the molting cycle are also down-regulated [16]. 

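Of 5 genes tested under the molting cycle in Table S2, 4 were called down-regulated, and all 5 when adjusted over the list alone; the median log2 fold change was -3.46. For 2 of the 5, Cy5 was not well above background on any array and only a bound can be given; the other 3 lay between -5.98 and -1.09. The larval cuticle proteins (152 probes of 108 genes) had a median of -0.54 with an SD of 0.34 between the medians of the 3 arrays (adjusted p = 9.85e-06, camera), with 30 genes called down-regulated and 5 up-regulated. By the brightest probe of each gene, the largest changes were 2.34 ± 0.79 (SD, n = 3) for Cpr47Eb, 2.28 ± 1.37 (SD, n = 3) for Cpr47Ed and -2.20 ± 0.18 (SD, n = 3) for Cpr65Ax2; Cpr47Ed was not called without mutant replicate 1 (1.71) or 2 (2.08). A list of markers of the last larval instar (8 probes of 7 genes) had a median of -1.94 with an SD of 0.21 between arrays (adjusted p = 0.0354, camera). Its adjusted p was 0.0508 with loess added, 0.0370 with a term for the replicate number and 0.0731 with this term signed by the channel of the mutant RNA, each chosen after seeing the data. With the 2 probes not measured in a channel at their bound, its median was -1.44.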

Next, genes differentially regulated in *itpr* mutant larvae were re-analyzed with GO terms for cellular compartments (CC) and molecular functions (MF) (Fig 2C, Table S2). 

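Table S2 lists 43 down-regulated genes under mitochondrion, of which 42 were tested. Of these, 27 were called down-regulated and 0 up-regulated, with a median log2 fold change of -1.06 and, without the 8 genes not measured in a channel, a range from -2.56 to 0.31. Adjusted over the list alone, 26 were called. From the number of down-regulated genes that localize to this compartment, the paper takes support for an early effect of the receptor on mitochondria and energy metabolism.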

The largest number of down-regulated genes localized to mitochondria supporting an early effect of reduced InsP_3_ receptor function on mitochondrial function and energy metabolism.

### Biological classification of differentially regulated genes in itpr mutants by transcriptional profiling after suppression of growth defects

To identify pathways and genes likely to impact growth and viability most significantly, we measured whole genome transcript levels from RNA of *itpr* mutant larvae with a suppressor allele (*Kum^170^/+; itpr^sv35/ug3^*) and compared them to transcript levels in the *itpr* mutant (*itpr^sv35/ug3^;* Figure 3). 

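For the suppressor experiment, RNA from Kum^170/+; itpr^sv35/ug3 larvae was labelled with Cy5 and RNA from itpr^sv35/ug3 larvae with Cy3 on 2 arrays of the same slide. A positive log2 ratio therefore means a higher level in the suppressor than in the mutant. In Cy5, 59.5% and 56.6% of the spots were well above background, and in Cy3 63.1% and 61.9%. The labels give the mutant RNA the numbers 1 and 2, the same numbers as in the mutant experiment. The signals were processed and fitted as for the mutant, and with 2 arrays the spread of a probe is taken largely from the other 6 arrays of the fit. For itpr, the log2 ratios at the brighter probe were 0.17 and -0.16 (adjusted p = 0.988, limma). Ca-P60A (CG3725; 2R, 19815026 to 19815085), the gene that carries the Kum^170 allele, had -0.11 ± 0.18 (SD, n = 2, adjusted p = 0.48, limma). In all, 1469 genes were called, 814 higher and 655 lower in the suppressor than in the mutant (964 of them identified genes). The methods' t-test called 587 genes at its unadjusted p and 0 at its adjusted p, limma at unadjusted p called 1952, and normexp with loess gave 464. A term for the row of the slide, which is almost the same as the grouping, left 68 genes. With 1 array left out at a time, the lowest count was 994, without suppressor replicate 2, with 498 higher and 496 lower; without suppressor replicate 1, 517 were higher and 803 lower, so which direction holds more genes depends on the array. Of 520 probes in Table S3, 504 were tested and 412 called the same way (466 adjusted over the list alone).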

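For the rescue experiment, RNA from UASitpr^+/+; Dilp2GAL4/+; itpr^sv35/ug3 larvae was labelled with Cy5 and RNA from itpr^sv35/ug3 larvae with Cy3 on 3 arrays, 1 in the row of the slide that holds the mutant arrays and 2 in the row that holds the suppressor arrays. Of the spots, 56.8% to 58.4% were well above background in Cy5 and 58.5% to 63.5% in Cy3. The mutant RNA again has the numbers 1 to 3. For itpr, the log2 ratios of rescue over mutant at the brighter probe were 0.47, 0.69 and 0.76, with a mean of 0.64 ± 0.15 (SD, n = 3, adjusted p = 0.0149, limma), while the other probe gave -0.44. Of the genes tested, 1319 were called, 792 higher and 527 lower in the rescue than in the mutant (844 of them identified genes). The methods' t-test with adjusted p moved this count most, to 9 genes, against 1113 at its unadjusted p, and normexp with loess gave 399. Without rescue replicate 1 the count was 759 (475 higher, 284 lower), without rescue replicate 2 it was 832 (529 higher, 303 lower), and a term for the row of the slide gave 433. Of 933 probes in Table S4, 893 were tested and 818 called the same way (857 adjusted over the list alone).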

To make this differential analysis more rigorous in parallel we carried out a comparison of RNA obtained from *itpr* mutant larvae rescued by expression of a *UASitpr* ^+^ transgene in *Drosophila* insulin-like peptide producing cells with *Dilp2GAL4.* These larvae exhibit normal growth similar to *Kum^170^/+; itpr^sv35/ug3^* animals [4]. Both rescue and suppressed conditions restored expression levels of a significant number of genes altered in *itpr^sv35/ug3^* (Figure 3; log2 fold change ≥1 and P<0.05). 

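Taking the same probe in each comparison, 493 genes were called in the mutant and called the opposite way in the rescue, the suppressor or both. The count moved most with the methods' t-test, to 292 at unadjusted p and 0 at adjusted p; it was 181 under normexp with loess. The labels number the mutant RNA 1 to 3 in every experiment, and if the same RNA was used, a chance deviation in it would push the mutant ratios one way and the others the opposite way. As a test chosen after seeing the data, restored genes were called without the arrays of 1 number at a time, and the rescue and suppressor arrays of that number were then looked at: their median log2 ratios in the called direction were 1.06 to 3.62 (14 to 428 genes), where noise of the other RNAs alone would leave them near 0. In 20 simulated sets in which the changes called in the rescue and in the suppressor were shuffled over probes of like spread, with 50% of the noise assumed to be shared, a mean of 163.8 genes was restored, with a range of 137 to 180.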

The heat maps show differential expression levels of genes in the *itpr* mutant when compared to wild-type (first column in Figure 3A and C). This was followed by comparison of expression levels in *itpr^sv35/ug3^* with either the *Dilp2GAL4* rescue (second column) or suppression by *Kum^170^* (third column) conditions. A complete list of these genes with individual hybridization intensity values and fold changes is available in the supplementary information for *Kum^170^* (Table S3) and for *Dilp2GAL4* rescue (Table S4). 

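Of the genes up-regulated in the mutant, 136 were called down-regulated in the rescue and 140 in the suppressor, with 61 genes in both. The first count was 87 without rescue replicate 1, the second 87 without suppressor replicate 1, and the third 37 without rescue replicate 1 and 39 and 40 without suppressor replicates 1 and 2. Of the genes down-regulated in the mutant, 192 were called up-regulated in the rescue and 182 in the suppressor, with 93 genes in both. Among the genes restored in both with a known position, 93 of 151 (61.6%) lie on chromosome 2, against 39.2% of the 2034 other genes called in the mutant (Fisher's exact test, two-sided, p = 1.14e-07).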

The numbers of genes whose expression levels returned towards the wild-type in the rescue or suppressed condition are depicted in the Venn diagrams (Fig 3B and D). A complete list of these genes with individual hybridization intensity values and fold changes is available in the supplementary information (Table S5).

**Figure 3:**
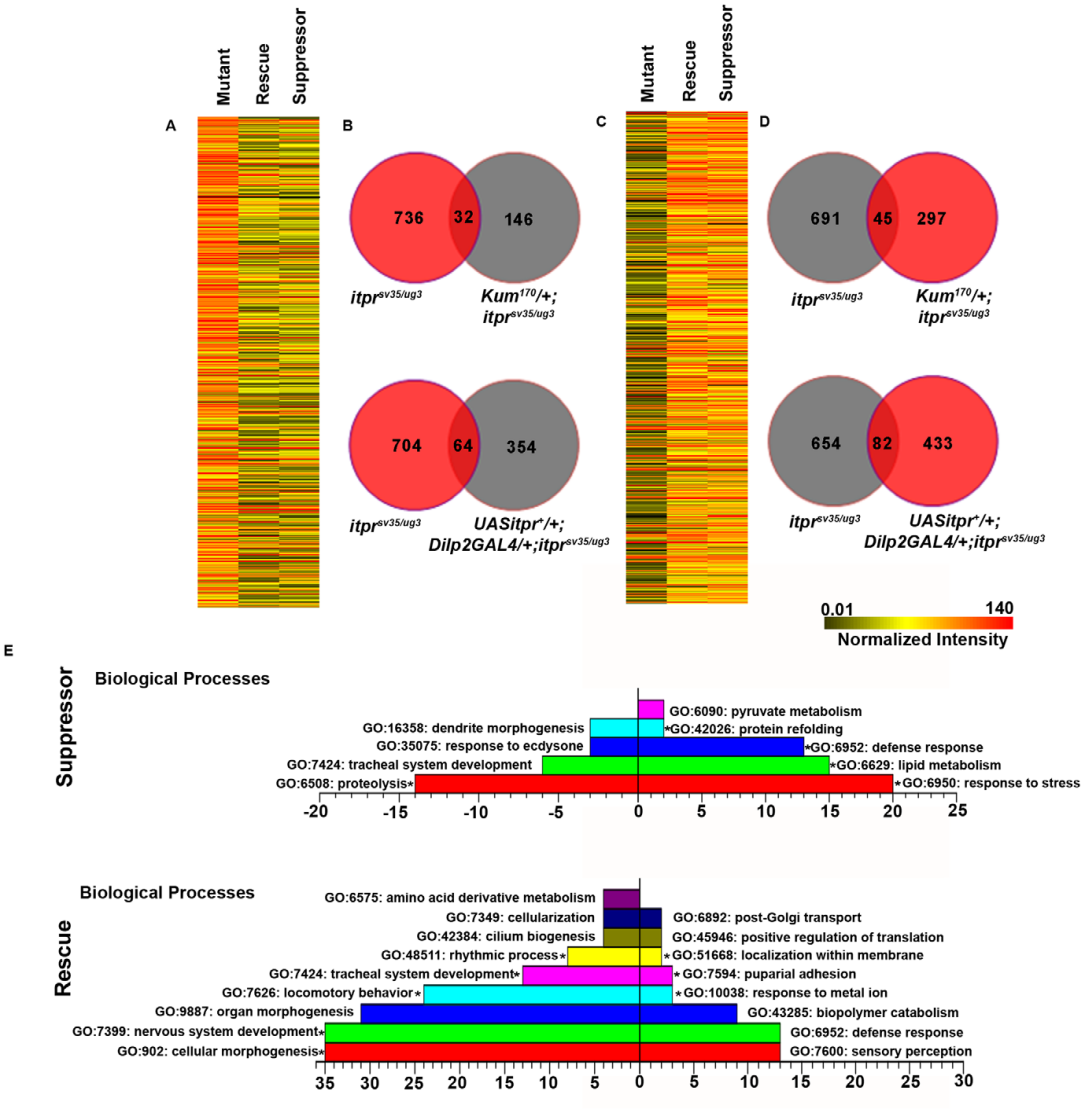
A comparison of gene expression changes in *itpr^sv35/ug3^* with suppressed and rescued conditions. The first column of the heat map in A shows the level of 768 up-regulated genes in mutant (log_2_ fold change ≥1 and *P*<0.05) and correspondingly their level in rescue (*UASitpr^+^/+; Dilp2GAL4/+; itpr^sv35/ug3^*) and suppressed conditions (*Kum^170^/+; itpr^sv35/ug3^*). Orange depicts up-regulation and black depicts down-regulation. The Venn diagrams (B) give the numbers of genes that overlap with up-regulated genes in the mutant and down-regulated in the rescue and suppressor individually. (C) Down-regulated genes (736) in the mutant (log_2_ fold change ≥1 and *P*<0.05) and their level of regulation in rescue and suppressed conditions with the corresponding Venn diagrams (D). Complete lists for up-regulated and down-regulated genes in mutants including one's that are rescued or suppressed are attached as supplementary information (Table S3, S4). E) GO classification of regulated genes in the suppressed and rescued condition (log2 fold change ≥1 and P<0.05) that are common with the mutant. The X-axis represents the number of genes in the suppressed and rescued condition in the marked category. Right panels indicate up-regulated genes and left panels indicate down-regulated genes. Biological processes with P<0.05 are shown. * indicates functional categories with *P*<0.01. Complete lists of these gene names are given in Tables S6 (suppressor) and S7 (rescue).

To understand which biological processes are responsive to rescue/suppression transcriptionally altered genes in these conditions were classified into functional categories. 

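Of 18 tested genes that Table S6 lists under response to stress as up-regulated in the suppressor, 16 were called, with a median log2 fold change of 1.93. For lipid metabolism it was 11 of 15 genes with a median of 1.71, and for defense response 12 of 13 with a median of 3.13; under pyruvate metabolism, Aldh was called and the only other gene tested had -0.06. Adjusted over the list alone, the counts for stress, lipid and defense were 15, 14 and 12. As in the mutant, these lists were selected on the same arrays. The list of antimicrobial peptides and immune induced molecules (38 probes of 24 genes) had a median of 2.89 with array medians of 3.46 and 2.15 (adjusted p = 1.58e-09, camera), and 13 genes were called up-regulated. IM2 (CG18106; 2R, 14274423 to 14274482) rose by 6.21 ± 0.03 (SD, n = 2, adjusted p = 0.0434, limma), IM10 by 5.53 ± 0.68 (SD, n = 2) and IM23 by 4.30 ± 0.07 (SD, n = 2); IM2 and IM10 were not called with either suppressor array left out. The heat shock proteins (48 probes of 22 genes) had a median of 0.44 with an SD of 0.09 between arrays (adjusted p = 8.58e-06, camera), with 11 genes up-regulated. In the mutant this list was called lower, with a median of -0.33 (adjusted p = 8.45e-04, camera, 0.00147, fry). In the rescue it was called higher, with a median of 0.17 (adjusted p = 0.0254, camera, 0.0281, fry, and 0.214, camera with probes averaged per gene). Hsp70Bb rose by 3.47 ± 0.27 (SD, n = 2, adjusted p = 0.0102, limma), Hsp70Bbb by 3.46 ± 0.71 and Hsp70Aa by 2.80 ± 0.62 (SD, n = 2). The calls of Hsp70Bb and Hsp70Aa were lost with either suppressor array left out and that of Hsp70Bbb without suppressor replicate 1 (2.96). Maltases and amylases (adjusted p = 8.14e-05, camera) were higher by a median of 1.26 with an SD of 0.55 between arrays.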

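Among single genes, Fdh was at least 46.5-fold higher in the suppressor than in the mutant at a probe that was not well above background in Cy3 on either array, and -0.18 on the log2 scale at its other probe. CG33470 rose by 5.75 ± 0.29 (SD, n = 2, adjusted p = 0.0194, limma), a call that was lost with either array left out. Sec61gamma had -5.13 ± 0.18 (SD, n = 2, adjusted p = 3.9e-07, limma) at a probe on X and -0.31 at its other probe. CG15358 had -2.93 ± 0.07 (SD, n = 2), with Cy5 measured on 1 of the 2 arrays. CG17470 was at least 11.9-fold and Npc2c at least 9.16-fold lower.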

As shown in Figure 3E the suppressed condition significantly (P<0.05) up-regulated expression level of genes for lipid and pyruvate metabolism, defense and stress responses. 

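In the rescue, 11 of the 13 genes that Table S7 lists under defense response were called up-regulated (13 adjusted over the list alone), with a median log2 fold change of 1.75. Under sensory perception it was 9 of 11 genes with a median of 1.26, and under biopolymer catabolism all 9 with a median of 1.62. The median of the antimicrobial peptide list was 0.80, with an SD of 0.71 between the medians of the 3 arrays (adjusted p = 8.56e-04, camera, 0.109, fry). Larval cuticle proteins were raised by a median of 0.76 with an SD of 0.50 between arrays (adjusted p = 2.86e-10, camera), with 23 genes called up-regulated, and in the suppressor by 0.49 (adjusted p = 6.07e-05, camera, 0.157, fry). Among single genes, LP12795 rose by 6.24 ± 0.77 (SD, n = 3) in the rescue, with Cy3 measured on 1 of 3 arrays. CG6379 was at least 45.5-fold and the transcript TC252857 at least 33.7-fold higher.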

In the rescue condition different biological classes were up-regulated of which only defense response is common with the suppressed condition. Similarly for the down-regulated genes in suppressed and rescued conditions very few common processes were discovered. 

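Of 35 genes that Table S7 lists under cellular morphogenesis as down-regulated in the rescue, 24 were called (26 adjusted over the list alone), with a median log2 fold change of -1.04. Under nervous system development it was 23 of 35 (22), under locomotory behavior 18 of 23 (17), under tracheal system development 9 of 13 (8) and under rhythmic process 6 of 7 (6). In the suppressor, 12 of 14 genes that Table S6 lists under proteolysis as down-regulated were called (13 adjusted over the list alone), with a median of -1.24, and 5 of 6 under tracheal system development. The circadian genes were lower by a median of -0.24 in the rescue (adjusted p = 0.0299, camera, 0.0370 with a term for the replicate number and 0.071 with this term signed by the channel of the mutant RNA, both chosen after seeing the data) and by -0.52 in the suppressor (adjusted p = 2.03e-04, camera). The exocytosis genes were lower by -0.49 (adjusted p = 1.35e-05, camera) and -0.76 (adjusted p = 6.83e-07, camera) in the same order. The Jonah and trypsin proteases (32 probes of 26 genes) were lower in the suppressor, with a median of -0.48 and an SD of 0.10 between arrays (adjusted p = 0.00126, camera), and not called in the rescue (adjusted p = 0.46). In the rescue, spirit was at least 66.7-fold lower at a probe on X and -0.08 on the log2 scale at its other probe, and the second probe of Cyp12d1-d had -4.90 ± 0.45 (SD, n = 3, adjusted p = 1.8e-05, limma). The transcripts TC245487, TC249499 and TC242290 were at least 16.1-fold, 14.4-fold and 13.9-fold lower.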

A similar analysis for GO categories that were suppressed and rescued both under cellular components and molecular functions also gave very few common components or functions (Figure S1). The complete lists of the genes in these GO categories are listed in Table S6 and S7. 

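A direct test of rescue minus suppressor, which were both measured against mutant RNA in Cy3, called 353 genes, 149 of them higher and 204 lower in the rescue than in the suppressor. The count was 932 with limma at unadjusted p, 663 with the methods' t-test at unadjusted p and 1 at its adjusted p. The replicate numbers pair the arrays of the mutant and rescue experiments, and with this pairing as a term of the fit, signed by the channel of the mutant RNA (a replicate block), the count was 694. Without the sign, 54 genes were higher and 51 lower in the rescue, a term for the row of the slide left 175 genes, and without rescue replicate 1 or 2 the count was 176 or 157. Of the genes called in both conditions, 616 went the same way in the rescue and the suppressor, against a mean of 52.3 (range 42 to 66) in the 20 simulated sets with shuffled changes. Over all tested probes, which are not independent replicates, r between the log2 fold changes of rescue and suppressor was 0.649; it was 0.410 on average in the simulated sets in which neither differed from the mutant and 50% of the noise was assumed to come from shared RNA. Rescue and suppressor RNA were both in Cy5, so a dye difference fixed at a probe would push both ratios the same way. The simulated sets keep no such difference, so neither contrast separates it from a change that both conditions share. At the same probe, 247 genes were up-regulated and 9 down-regulated in the mutant and both conditions. By contrast, 61 and 93 genes were restored in both. For the 247, a dye difference is a candidate explanation. From the few GO categories that suppression and rescue have in common, the paper proposes that they act on different processes to restore function.

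**Figure D1:**
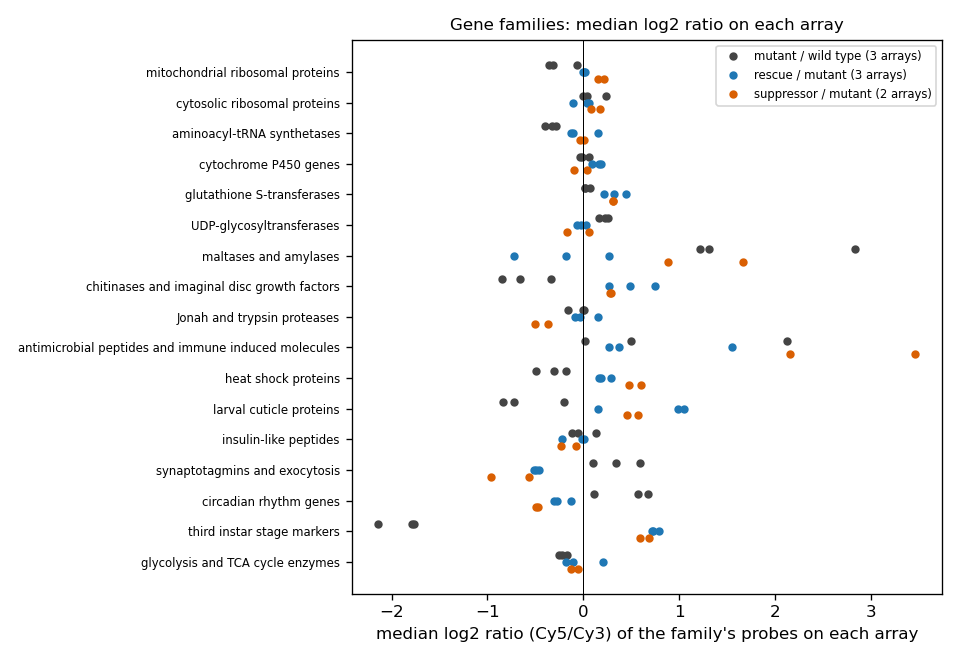
Median log2 ratio over the probes of each of 17 lists of genes on each array, in black for mutant over wild type, in blue for rescue over mutant and in orange for suppressor over mutant. Each point is 1 array, and the antimicrobial peptides have the widest spread between the mutant arrays, with an SD of 1.10.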

Taken together these observations suggest that suppression and rescue effect different processes to restore “normal” function.

Next we identified genes that were further up or down-regulated in the suppressed and rescued conditions. 

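Among the genes up-regulated in the mutant, 312 were called up-regulated again, at the same probe, in the rescue and 284 in the suppressor. Without rescue replicates 1 and 2 in turn the first count was 166 and 203, and without suppressor replicates 1 and 2 in turn the second was 172 and 107. With the changes further down in either condition, this makes 411 genes, a count that moved to 64 under normexp with loess, to 63 over probes well above background in both channels, and to 270 and 0 with the methods' t-test at unadjusted and adjusted p. Cy5 holds the mutant RNA in the first experiment and the rescue or suppressor RNA in the others. In the shuffled sets, a mean of 151.4 genes was further changed, with a range of 130 to 171.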

Among the up-regulated genes in mutants, 153 in the rescued condition and 85 in the suppressed condition were further up-regulated (Table S5). 

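At the same probe, 247 genes were called up-regulated in the mutant, the rescue and the suppressor. In the shuffled sets a mean of 3.3 genes, from 1 to 6, was called in all 3. Over probes well above background in both channels the count was 15, and it was 143 without rescue replicate 1, 157 without suppressor replicate 1 and 92 without suppressor replicate 2. At 52.2% of these 247 probes, the Cy3 signal was not well above background on any of the 8 arrays, against 3.37% of the 741 probes up-regulated in the mutant alone. Choosing the 247 for Cy5 above Cy3 in all 3 comparisons itself favours a dim Cy3. Of these genes, 65 had another tested probe, and the brightest of these had a log2 fold change above 0 in the mutant for 38 genes (58.5%), against 181 of 231 (78.4%) for genes up-regulated in the mutant alone (Fisher's exact test, two-sided, p = 0.00215).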

A total of 69 genes were up-regulated further in BOTH rescue and suppressed conditions (Table S5). 

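Among the genes down-regulated in the mutant, 38 were called down-regulated again at the same probe in the rescue and 34 in the suppressor. The count for the rescue was 20 when loess within each array was added, 24 without mutant replicate 1 or 2, 13 without rescue replicate 1 and 10 without rescue replicate 2. The count for the suppressor was 58 without suppressor replicate 1 and 16 without suppressor replicate 2.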

The number of down-regulated genes in mutants that were further down-regulated in either suppressor or rescue was considerably fewer (Table S5). In this class there were 14 genes in rescue and 3 in the suppressor. None of these were common between the two conditions. 

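At the same probe, 9 genes were called down-regulated in the mutant, the rescue and the suppressor. The count was not stable: 12 with limma at unadjusted p, 2 with loess added or over probes well above background in both channels, 1 with the methods' t-test at unadjusted p, and 0 at its adjusted p or under normexp with loess. Without rescue replicate 2 or suppressor replicate 2 it was 1, without rescue replicate 1 it was 3, without mutant replicate 1 or 2 it was 4, and without rescue replicate 3 it was 5.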

A possible interpretation of this observation is that transcriptional up-regulation in *itpr* mutants is a compensatory mechanism which is further enhanced for some genes in the rescue and suppressed conditions. 

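At the 247 probes up-regulated in all 3 comparisons, the median log2 ratio was 1.94 for mutant over wild type, 1.95 for rescue over mutant and 2.20 for suppressor over mutant. Mutant and wild type RNA were also both measured in Cy3, on different arrays: the median difference of the log2 signals, mutant minus wild type, was -0.06 at these probes, with quartiles of -0.38 and 0.18, but most of them were not well above background in Cy3 on every array. At the 15 that were, a set chosen after seeing the data, the median was 0.52 with quartiles of -0.09 and 1.19, beside a median log2 ratio of 1.44 for mutant over wild type. At the 741 probes up-regulated in the mutant alone, where the median log2 ratio was 1.37, this difference within Cy3 was 1.25, and 1.24 at the 455 of them that were well above background in Cy3 on every array. Within Cy5, the median difference rescue minus mutant at the 247 probes was 0.05, with quartiles of -0.12 and 0.26.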

Genes that are down-regulated may be causative. Taken together these analyses suggest that rescued and suppressed conditions do not necessarily help the animal revert to its “normal” wild-type state.

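Over the 26194 tested probes, which are not independent replicates, r between the log2 fold changes of the mutant and the rescue was -0.0986, and between the mutant and the suppressor it was -0.105. Over the probes well above background in both channels on every array they were -0.316 and -0.280, and under normexp with loess -0.273 and -0.237, both chosen after seeing the data. A full return to wild type would give values near -1 if noise were small, and simulated sets in which neither condition differed from the mutant and 50% of the noise was assumed to be shared gave -0.146 and -0.120. In the mutant, the 93 genes down-regulated and restored in both had a median log2 fold change of -2.17. The 61 up-regulated and restored ones had 1.90. Mutant and wild type compared within Cy3, on different arrays, gave -2.15 and 2.07 in the same order. These Cy3 signals also entered the choice of the genes, which itself favours such values, so they are not an independent check.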

The analyses so far helped to identify pathways that are differentially regulated in the various conditions tested. 

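Of the 31 genes of Table 3, 29 were called at the listed probe in all 3 comparisons, with the direction in the rescue and the suppressor opposite to that in the mutant. The methods' t-test moved this number most, with 28 at unadjusted p and 0 at adjusted p, both chosen after seeing the data. Probes well above background in both channels, also chosen after seeing the data, gave 19, and normexp with loess gave 21. In Table 3, 18 of the values belong to probes that were not well above background in 1 channel, and for these only a bound on the fold can be given.

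**Figure D2:**
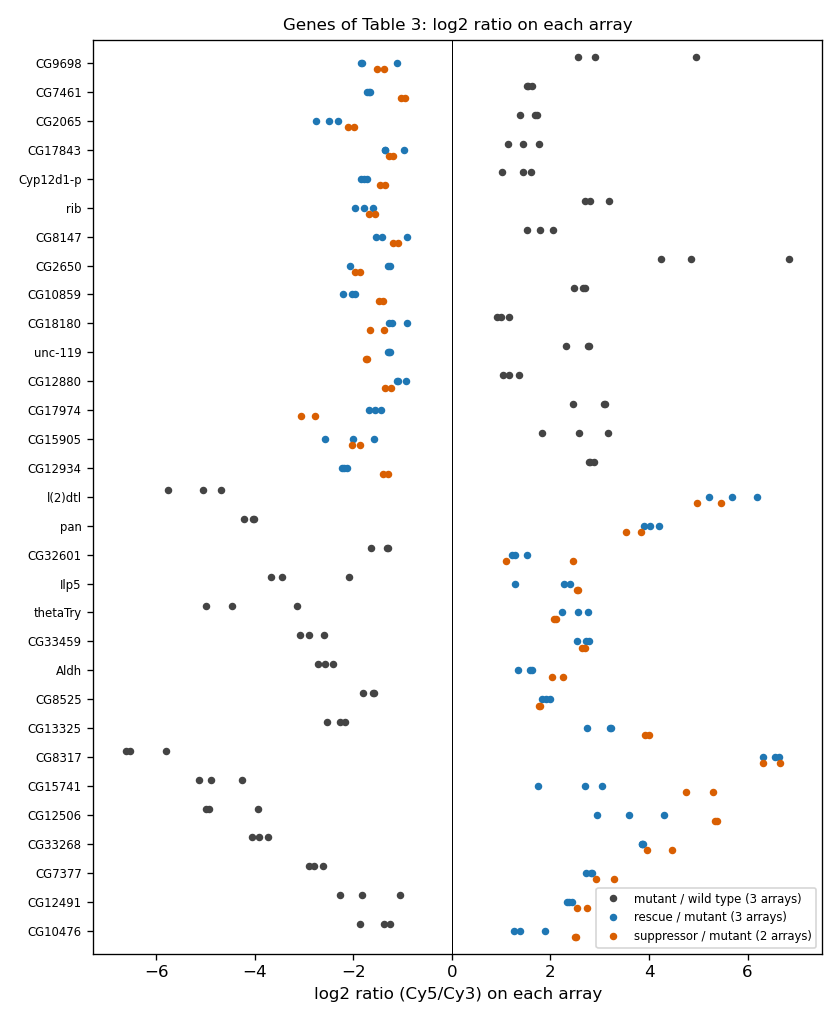
Log2 ratio of each of the 31 genes of Table 3 on each array, in black for mutant over wild type, in blue for rescue over mutant and in orange for suppressor over mutant. Each point is 1 array, and where the signal of 1 channel was not well above background the ratio is not a measured fold.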

Next, we identified individual genes that may or may not cluster significantly in a GO pathway but whose expression is restored towards wild-type levels by a log_2_ fold change of 1 or more and P<0.05 in both rescue and suppressed conditions. Of the 15 genes identified in the UP mutant and DOWN rescue and suppressed states, 5 are predicted to effect oxidation-reduction processes and metabolism. 

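CG9698 (3R, 26342579 to 26342638) had a log2 fold change of 3.48 ± 1.30 (SD, n = 3, adjusted p = 4.02e-04, limma) in the mutant, with Cy3 measured on 2 of the 3 arrays. In the rescue it was -1.59 ± 0.42 (SD, n = 3, adjusted p = 0.0239, limma), a call that was lost without rescue replicate 1 or 2 (-1.47 each) and with a term for the replicate number (adjusted p = 0.0632), but not with this term signed by the channel of the mutant RNA (adjusted p = 0.00212), which was chosen after seeing the data. In the suppressor it was -1.45 ± 0.11 (SD, n = 2, adjusted p = 0.0663, limma) and was not called, though it was under normexp with loess (-1.12), in separate fits of the experiments and with the signed term (-1.10). CG7461 (2R) had 1.56 ± 0.05 and -1.69 ± 0.04 (SD, n = 3) in the mutant and rescue, and in the suppressor -0.99 ± 0.07 (SD, n = 2, adjusted p = 2.56e-04, limma), which is below the threshold for the fold change; without suppressor replicate 2 it was -1.04 and called. CG2065 (2R) had 1.59, -2.52 and -2.04 in the mutant, rescue and suppressor, CG17843 (3R) 1.45, -1.23 and -1.23, and Cyp12d1-p (CG30489; 2R) 1.36, -1.78 and -1.41, with SDs from 0.05 to 0.32.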

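The gene rib (CG7230; 2R, 15168842 to 15168901) had a log2 fold change of 2.89 ± 0.26 (SD, n = 3, adjusted p = 2.32e-06, limma) in the mutant, -1.78 ± 0.18 (SD, n = 3) in the rescue and -1.62 ± 0.09 (SD, n = 2) in the suppressor. CG8147 (3R) had 1.79 ± 0.26, -1.29 ± 0.33 (SD, n = 3) and -1.15 ± 0.08 (SD, n = 2), and 1.54, -0.73 and -0.70 at its other probe; with a term for the replicate number its call in the suppressor was lost (-0.99), but not with this term signed by the channel of the mutant RNA (-1.12), which was chosen after seeing the data. CG2650 (X, 2586783 to 2586842) had 5.31 ± 1.35 (SD, n = 3), with Cy3 measured on 1 of the 3 arrays, -1.54 ± 0.46 (SD, n = 3, adjusted p = 0.0318, limma) and -1.91 ± 0.07 (SD, n = 2, adjusted p = 0.0319, limma). Its calls in the rescue and the suppressor were lost with any of their arrays left out and with a term for the replicate number (adjusted p = 0.0768 and 0.135), but not with the signed term (adjusted p = 0.00086 and 0.000656), and its other probe gave -0.75, -0.65 and -0.73.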

There is one transcription factor (*ribbon*) known to effect development and up-regulated in larvae fed on a protein deficient diet of sugar only [17]; an alkaline phosphatase encoding gene (*CG8147*) which has earlier been identified as regulated by starvation and circadian rhythms [18], [19]; a circadian clock controlled gene *CG2650*, which is also regulated by altered mitochondrial function [20]. 

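CG10859 (2L, 13396437 to 13396496) was at least 5.59-fold higher in the mutant than in wild type and at least 3.59-fold lower in the rescue and 2.43-fold lower in the suppressor than in the mutant; in each case the lower RNA was not well above background on any array. CG18180 (3L) had log2 fold changes of 1.02 ± 0.12 (SD, n = 3, adjusted p = 1.5e-04, limma), -1.14 ± 0.19 (SD, n = 3) and -1.52 ± 0.19 (SD, n = 2) in the mutant, rescue and suppressor; without mutant replicate 1 the first was 0.96 and not called. CG12880 (3R) had 1.18, -1.04 and -1.29, and lost its calls in the mutant (0.83) and the rescue (-0.82) under normexp with loess. CG15905 (2R) was at least 3.10-fold higher in the mutant, and at least 2.06-fold and 1.87-fold lower in the rescue and suppressor.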

In the remaining genes, 5 were of unknown function, while the functions predicted for others are microtubule based movement (*CG10859*) and proteolysis with a possible role in immune function (*CG18180*; Table 3). 

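The gene unc-119 (CG1659; X, 7182713 to 7182772) had a log2 fold change of 2.61 ± 0.26 (SD, n = 3, adjusted p = 1.19e-06, limma) in the mutant. In the rescue it was -1.27 ± 0.02 (SD, n = 3, adjusted p = 9.78e-05, limma) and in the suppressor -1.73 ± 0.03 (SD, n = 2, adjusted p = 1.48e-04, limma), so in neither did the fall make up for the rise.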

*CG1659*, the *Drosophila* homolog of the *C.elegans* gene *unc119* has no known function but is highly expressed in the embryonic, larval and adult nervous system [10]. 

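CG17974 (2R, 17236650 to 17236709) had log2 fold changes of 2.88 ± 0.37 and -1.56 ± 0.12 (SD, n = 3) in the mutant and rescue, and of -2.92 ± 0.19 (SD, n = 2, adjusted p = 8.2e-05, limma) in the suppressor. CG12934 (2R, 6537186 to 6537245) had 2.82 ± 0.05 (SD, n = 3, adjusted p = 1.69e-07, limma), -2.18 ± 0.06 (SD, n = 3) and -1.35 ± 0.08 (SD, n = 2).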

Among the genes of unknown function three (*CG18180*, *CG17974* and *CG12934)* are up-regulated when larvae are nutrient deprived [17]; in addition *CG12934* is up-regulated under starvation, while *CG18180* is up-regulated by altered mitochondrial function [20]. Genes that were down-regulated in the mutants and whose expression was restored in the rescue and suppressed condition are shown in Table 3. Of the 16 genes identified in the DOWN mutant and UP rescue and suppressed states, two (*CG32601* and *pangolin)* are transcriptional regulators of which *pangolin* is a repressor of *Wnt* signaling [21], *l(2)dtl* has homology with a ubiquitin ligase binding protein and is predicted to function in cell cycle regulation [22], [23] and insulin like peptide 5 is one of the *Drosophila* insulin peptides that function in metabolic control of energy utilization [24]. 

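CG32601 (X, 14273165 to 14273224) was at least 1.81-fold lower in the mutant than in wild type, and at least 2.53-fold and 2.89-fold higher in the rescue and suppressor than in the mutant; its other probe had log2 fold changes of 0.11, 1.23 and 1.18. For pan (CG34403; chromosome 4, 121979 to 122038), the listed probe had -4.09 ± 0.12 (SD, n = 3, adjusted p = 2.52e-07, limma) in the mutant, 4.04 ± 0.16 (SD, n = 3) in the rescue and 3.69 ± 0.22 (SD, n = 2) in the suppressor. Its other 4 probes lay between -0.21 and 0.61 in the mutant, between -0.90 and 0.21 in the rescue and between -1.03 and 0.35 in the suppressor. For l(2)dtl (CG11295; 2R, 19592867 to 19592926), the value in the mutant was -5.17 ± 0.55 (SD, n = 3, adjusted p = 5.71e-06, limma), with Cy5 measured on 1 of the 3 arrays, and it was at least 26.9-fold higher in the rescue and at least 19.3-fold higher in the suppressor. Ilp5 (CG33273; 3L, 9816674 to 9816733) was at least 5.99-fold lower in the mutant, and it was called higher in the rescue and suppressor, where no fold is given because the bound lies above the ratio of the processed signals. For CG32601, l(2)dtl and Ilp5, the mutant RNA was not well above background on most or all of the arrays. The insulin-like peptides as a list (10 probes of 6 genes) were not called in any comparison, and in the mutant their median was 0.06 and their mean -0.28 (adjusted p = 0.925, camera, in the direction of a fall).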

Two genes code for serine-type endopeptidases (*CG33459* and *CG12385*). Of these *CG33459* is up-regulated by JAK/STAT activation [25] and *CG12385* is down-regulated by starvation and stress [17], [26]. 

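For thetaTry (CG12385; 2R, 7229246 to 7229305), the log2 fold change was -4.20 ± 0.95 (SD, n = 3, adjusted p = 2.87e-05, limma) in the mutant, 2.52 ± 0.27 (SD, n = 3) in the rescue and 2.10 ± 0.03 (SD, n = 2, adjusted p = 0.00645, limma) in the suppressor, where the call was lost with either array left out. For CG33459 (2R, 12376577 to 12376636) it was -2.86 ± 0.24 (SD, n = 3, adjusted p = 2.29e-06, limma), 2.68 ± 0.13 (SD, n = 3) and 2.67 ± 0.05 (SD, n = 2).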

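Aldh (CG3752; 2L, 9391486 to 9391545) had a log2 fold change of -2.56 ± 0.15 (SD, n = 3, adjusted p = 1.03e-06, limma) in the mutant, 1.52 ± 0.16 (SD, n = 3) in the rescue and 2.14 ± 0.15 (SD, n = 2) in the suppressor. CG8525 (2R) had -1.65 ± 0.12 (SD, n = 3), 1.91 ± 0.07 (SD, n = 3) and 1.78 ± 0.02 (SD, n = 2). CG13325 (2R, 9013189 to 9013248) was at least 3.17-fold lower in the mutant and at least 5.97-fold higher in the rescue, and it was called higher in the suppressor, without a fold because the bound lies above the ratio of the processed signals.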

From the predicted functions of three other genes (*CG3752, CG13325, CG8525*) it is likely that these affect different aspects of metabolism. Previous microarray data from related conditions has shown that they are down-regulated as follows; *CG3725* under starvation [17], *CG13325* in larvae fed on sucrose only [17] and *CG8525* in an insulin signaling mutant (dFOXO; 26). Seven genes in this group are of unknown function. Among these *CG8317* is also down-regulated in sucrose fed larvae, though it is up-regulated under starvation [17].

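Of these, CG33268 and CG7377 lie next to each other on 3L (11584038 to 11584097, and 11582993 to 11583052), and their log2 fold changes were -3.90 and -2.76 in the mutant, 3.86 and 2.79 in the rescue, and 4.21 and 3.10 in the suppressor, with SDs from 0.01 to 0.36. CG15741 (X) had -4.75 ± 0.45 in the mutant, 2.50 ± 0.67 (SD, n = 3) in the rescue, with Cy3 measured on 1 of 3 arrays, and 5.02 ± 0.38 (SD, n = 2) in the suppressor; under normexp with loess the rescue value was 0.93 and not called. CG12506 (2L) had -4.62 ± 0.59 (SD, n = 3), with Cy5 measured on 2 of 3 arrays, was at least 10.6-fold higher in the rescue, and had 5.36 ± 0.02 (SD, n = 2) in the suppressor. CG12491 had -1.72 ± 0.62 (SD, n = 3), with Cy5 measured on 1 array, 2.38 ± 0.04 (SD, n = 3) and 2.64 ± 0.15 (SD, n = 2); under normexp with loess the first was -0.49 and not called. CG10476 (2R) had -1.50 ± 0.31, 1.52 ± 0.33 (SD, n = 3) and 2.51 ± 0.00 (SD, n = 2).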

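CG8317 (2R, 12462094 to 12462153) had a log2 fold change of -6.31 ± 0.45 (SD, n = 3, adjusted p = 2.04e-07, limma) in the mutant. In the rescue it was 6.50 ± 0.16 (SD, n = 3, adjusted p = 5.81e-07, limma) and in the suppressor 6.48 ± 0.25 (SD, n = 2, adjusted p = 1.61e-06, limma), so both differed from the mutant by as much as wild type did.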

**Table 3:** List of individual genes whose expression level is restored significantly in mutants by both rescue and suppression.

No.	CG_ID	Gene Name	Fold change			Biological Processes
			Mutant	Rescue	Suppressor	
1	*CG9698*	*-*	3.4	−1.6	−1.4	Oxidation reduction
2	*CG7461*	*-*	1.6	−1.7	−1.0	
3	*CG2065*	*-*	1.6	−2.5	−2.1	
4	*CG17843*	*-*	1.5	−1.2	−1.2	
5	*CG30489*	*Cyp12d1-p*	1.4	−1.8	−1.4	
6	*CG7230*	*rib*	2.9	−1.8	−1.6	Sequence-specific DNA binding transcription factor activity
7	*CG8147*	*-*	1.8	−1.3	−1.1	Metabolism, alkaline phosphatase activity
8	*CG2650*	*-*	4.9	−1.5	−1.9	Circadian rhythm
9	*CG10859*	*-*	2.0	−2.1	−1.3	Microtubule-based movement
10	*CG18180*	*-*	1.1	−1.2	−1.5	Serine-type endopeptidase activity,proteolysis
11	*CG1659*	*unc-119*	2.6	−1.3	−1.7	Unknown
12	*CG12880*	*-*	1.2	−1.0	−1.3	Unknown
13	*CG17974*	*-*	2.9	−1.6	−2.9	Unknown
14	*CG15905*	*-*	1.2	−2.0	−1.8	Unknown
15	*CG12934*	*-*	2.9	−2.3	−1.3	Unknown
16	*CG11295*	*l(2)dtl*	−4.7	4.4	3.6	Cell cycle regulation
17	*CG34403*	*pan*	−4.1	4.0	3.7	Transcriptional regulation
18	*CG32601*	*-*	−1.3	1.1	1.1	
19	*CG33273*	*Ilp5*	−3.0	1.9	2.5	Insulin receptor signaling pathway
20	*CG12385*	*θ Try*	−4.2	2.5	2.1	Serine-type endopeptidase activity
21	*CG33459*	*-*	−2.9	2.6	2.6	
22	*CG3752*	*Aldh*	−2.5	1.5	2.1	Aldehyde dehydrogenase (NAD) activity
23	*CG8525*	*-*	−1.6	1.9	1.8	Deoxyribose-phosphate aldolase activity
24	*CG13325*	*-*	−2.3	2.2	3.7	Transferase activity, transferring acyl groups other than amino-acyl groups
25	*CG8317*	*-*	−6.4	6.5	6.4	Unknown
26	*CG15741*	*-*	−4.7	2.4	5.3	Unknown
27	*CG12506*	*-*	−4.6	3.2	5.4	Unknown
28	*CG33268*	*-*	−3.9	3.9	4.2	Unknown
29	*CG7377*	*-*	−2.8	2.8	3.1	Unknown
30	*CG12491*	*-*	−1.7	2.4	2.6	Unknown
31	*CG10476*	*-*	−1.5	1.5	2.5	Unknown

The filtering for rescued and suppressed genes was the same as that for *itpr* mutants (log2 fold change ≥1 and P<0.05).

### Validation of selected target genes identified by the microarray screens and their normal tissue specific expression

Quantitative real-time PCR (qPCR; Figure 4) was carried out to validate the altered expression level of selected genes that underwent significant changes in the mutant. In these experiments we tested candidates that were differentially regulated in rescued and suppressed conditions, as well as other genes that were of potential interest amongst the genes identified in the mutant condition only. Unlike the microarray where rescue and suppressed conditions were compared with mutant, here we quantified the expression levels of all conditions with RNA extracted from wild-type. Amongst the up-regulated genes we validated six genes in mutant, rescue and suppressor conditions, each of which was a candidate from a different biological process. In the rescue and suppressed conditions the expression level of two genes (*CG2650* and *CG1659*) was down-regulated when compared with the mutant, but remained high when compared with RNA from wild-type. The remaining four up-regulated genes validated in mutants were all down-regulated compared to wild-type. These included *Cyp12d1-d* (*CG33503*) and *DAT* (dopamine transporter with a neuronal function; *CG8380*; *Fumin*). 

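DAT (CG8380; 2R, 12446306 to 12446365) had a log2 fold change of 1.18 ± 0.11 (SD, n = 3, adjusted p = 8.28e-04, limma) in the mutant, -1.11 ± 0.26 (SD, n = 3, adjusted p = 0.00212, limma) in the rescue and -1.58 ± 0.46 (SD, n = 2, adjusted p = 0.00171, limma) in the suppressor. It was called in all 3 comparisons; under normexp with loess the values in the mutant (0.78) and the rescue (-0.77) were not called, nor was the rescue without replicate 3 (-0.96). Its other probes lay between 0.62 and 1.31 in the mutant, between -1.45 and -0.77 in the rescue, and between -1.66 and -1.09 in the suppressor.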

In the microarray, *DAT* is regulated similarly but was filtered out due its higher P value. Amongst genes that were down-regulated in the mutant condition we tested *l(2)dtl* (*CG11295*), *Idgf4* (*CG1780*), *pangolin* (*CG34403*) and *CG3752*, all of which were validated as down-regulated in mutant and up-regulated in suppressor and rescue conditions by qPCR (Figure 4). 

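Idgf4 (CG1780; X, 9822299 to 9822358), by contrast, had a log2 fold change of -3.35 ± 0.09 (SD, n = 3, adjusted p = 7.65e-08, limma) in the mutant, 3.45 ± 0.06 (SD, n = 3, adjusted p = 1.79e-07, limma) in the rescue and 3.35 ± 0.08 (SD, n = 2, adjusted p = 6.19e-07, limma) in the suppressor. Its other probe had -2.36, 2.68 and 2.73.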

Due to the filtering cut offs *Idgf4* does not appear in Table 3. To begin understanding the functional significance of these transcriptional changes the expression level of a subset of genes was also assessed in the brain and fat bodies of third instar larvae (Figure 5). Both these tissues have a central role in the control of energy metabolism in *Drosophila* and are known to express *itpr* transcripts at moderate levels [8], [10]. The genes tested were *l(2)dtl* and *DAT* which were found to be brain enriched, *cyp12d* and *ng2* which were enriched in the fat body and *Idgf3* and *Idgf4* which were expressed in both tissues. *ng2* and *Idgf3* were included since both are down-regulated significantly in mutants and up-regulated in the rescue condition. They were filtered out from the genes in Table 3 since they do not show a significant change in the suppressor.

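Idgf3 (CG4559; 2L, 16451462 to 16451521) had a log2 fold change of -2.29 ± 0.69 (SD, n = 3, adjusted p = 0.00105, limma) in the mutant, with Cy5 measured on 1 of the 3 arrays, 2.01 ± 0.45 (SD, n = 3) in the rescue, with Cy3 measured on 1, and 2.14 ± 0.84 (SD, n = 2, adjusted p = 0.00825, limma) in the suppressor. The suppressor value was lost as a call without suppressor replicate 2 and with a term for the replicate number (adjusted p = 0.0521), but not with this term signed by the channel of the mutant RNA (adjusted p = 0.000468), which was chosen after seeing the data, and under normexp with loess the values in the mutant (-0.91) and rescue (0.78) were not called; its other 3 probes lay between 1.75 and 3.37 in the suppressor. ng2 (CG14266; X, 3134157 to 3134216) was at least 62.5-fold lower in the mutant and at least 10.6-fold higher in the rescue, and in the suppressor experiment neither RNA was well above background.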

**Figure 4:**
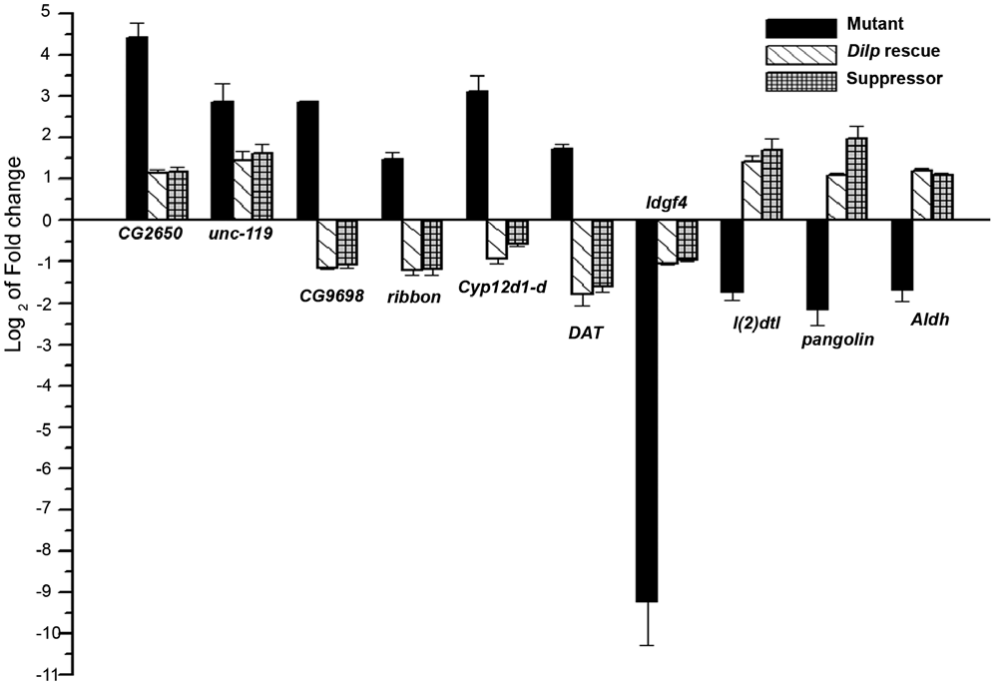
Validation of candidate genes by quantitative real time PCR (qPCR). The Y-axis represents the log_2_ of fold changes which were calculated by the ΔΔC_t_ method in which the C_t_ values of each gene were normalized to the level of a housekeeping gene (*rp49*) in control RNA from CS larvae. Each value is the mean ± SEM of three independent experiments, obtained from three independent RNA samples. The rescued and suppressed values were tested for significant difference from the mutants by Students t-tests followed by a Bonferroni correction for multiple tests. Except for *CG2650* and *unc119* all other genes were significantly altered (*P*<0.01).

**Figure 5:**
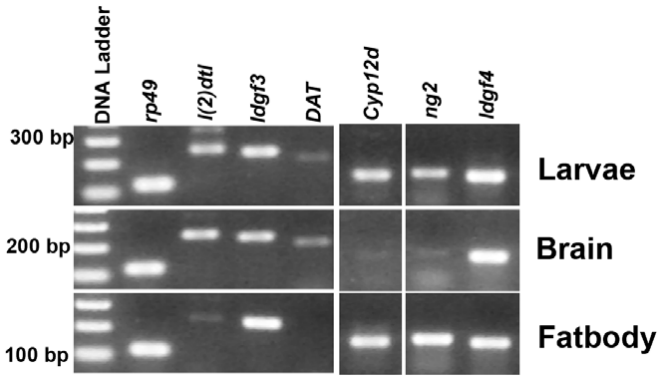
Expression of candidate genes in larval brains and fat bodies. Expression of candidate genes identified from the microarray analysis was tested in RNA from brains and fat bodies of third instar larvae by RT-PCR.

## Discussion

Signaling through the InsP_3_ receptor and intracellular Ca^2+^ release are thought to affect multiple physiological conditions in mammals [27]. However, the underlying molecular mechanisms regulated or controlled by InsP_3_-mediated Ca^2+^ release in the context of specific physiological conditions still need elucidation. The genome-wide microarray analysis reported here with existing well-characterized InsP_3_R mutants has allowed us to investigate this question in the context of growth. From the gene ontology and pathway analyses of gene expression changes in the strong *itpr* mutant studied here, it is clear that metabolic genes particularly those related to carbohydrate and amine metabolism are significantly altered. The underlying cause(s) of these metabolic changes is of interest. One possibility, partially supported by our data as well as recent evidence from other groups [28] is a change in mitochondrial bioenergetics leading to subsequent effects on metabolic pathways. In the *itpr* mutant condition 50 down-regulated genes cluster in the mitochondrion (Fig 2; CC) and a highly significant number (P = 3.2E−5) have the molecular function (MF) of oxido-reduction. 

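Of 49 genes that Table S2 lists under oxidoreductase activity as down-regulated, 47 were tested and 37 called (37 also when adjusted over the list alone), with a median log2 fold change of -1.19.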

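Of 38 genes that Table S2 lists under oxidoreductase activity as up-regulated in the mutant, 33 were called up-regulated and 1 down-regulated, with a median log2 fold change of 1.54. The cytochrome P450 genes taken as a whole (106 probes of 67 genes) were not called by camera (adjusted p = 0.861): the median was -0.04 and the mean 0.10, with 11 genes called up-regulated and 7 down-regulated. The largest changes by the brightest probe were -3.11 ± 0.17 (SD, n = 3) for Cyp6a8, 3.02 ± 1.16 (SD, n = 3) for Cyp6d2 and at least 6.65-fold higher for Cyp4e3. The glutathione S-transferases had a median of 0.03 (34 probes of 21 genes, adjusted p = 0.64, camera), with the largest rise in GstD4 at 1.63 ± 0.25 (SD, n = 3). The UDP-glycosyltransferases had 0.22 (21 probes of 17 genes, adjusted p = 0.0632, camera), with the largest rise in Ugt86Dg at 1.81 ± 0.36 (SD, n = 3).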

A set of genes classified as oxidoreductases are also up-regulated. However, these are primarily for detoxification and xenobiotic responses and are presumably up-regulated as a compensatory stress mechanism.

Microarray studies in *Drosophila* with nutritionally altered, stress and mitochondrial mutant (*tko*) conditions have been published [17], [20], [26]. Therefore, we compared the list of up-regulated and down-regulated genes in our study with published gene lists for microarrays in what appear to be related conditions. In this analysis the maximum overlap obtained was between genes up-regulated in *itpr^sv35/ug3^* larvae with larvae undergoing starvation, followed by larvae grown on sugar alone (i.e. protein deficient), followed by the mitochondrial mutant *tko* (Figure 6A). The correlation with starvation conditions is not surprising since one of the earliest phenotypes of *itpr^sv35/ug3^* larvae is reduced feeding [4]. The change in circadian rhythm genes observed in the mutant condition may also be related to the feeding changes since circadian cycles are thought to integrate feeding and metabolic functions [29]. Even so the response of *itpr^sv35/ug3^* larvae does not correlate directly with either starvation or protein deficiency conditions or mitochondrial dysfunction, indicating that the transcriptional response to reduced intracellular Ca^2+^ release is complex (Figure 6B). Interestingly, the response of groups of genes that overlap with starvation, protein deficient and mitochondrial mutant conditions revert in the rescued and suppressed conditions (Figure 7). As suggested from Table S7, however, the extent of reversion differs in the two conditions, supporting the idea that the physiological states of rescued and suppressed larvae are different. In the rescued condition the *itpr* cDNA is expressed in a limited set of neuronal cells, while in the suppressed condition the dominant mutant for *Ca-P60A^Kum170ts^* affects the whole organism. Since the rescuing neurons are known to secrete several insulin-like peptides, which regulate cellular physiology through a pathway that acts via the transcription factor dFOXO, we also compared our data with microarray data from a *Foxo* mutant combination [30]. We do not observe a correlation with dFOXO regulated genes. Thus the transcriptional changes observed in *itpr^sv35/ug3^* must involve other gene regulatory factor(s) that are either directly responsive to changes in intracellular Ca^2+^ or the altered metabolic state of the organism. We analyzed our gene lists for possible candidates and identified *ribbon (CG7230), pangolin (CG34403)* and *l(2)dtl (CG11295)* as potential regulators of gene expression. None of these molecules appear to have a motif that would make them directly responsive to Ca^2+^ changes, suggesting that their regulation is indirect. The precise mechanisms of their regulation in *itpr* mutants need further study. Interestingly, *ribbon* is up-regulated in protein–deficient larvae, suggesting that in addition to its established role in regulation of development it could be a metabolic regulator [17]. No data are available at this stage to support a role for *pangolin* and *l(2)dtl* in the regulation of energy metabolism. 

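Wnt5 (CG6407; X, 18395872 to 18395931) had a log2 fold change of 0.89 ± 0.37 (SD, n = 3, adjusted p = 0.0059, limma) in the mutant at the brighter probe and 0.61 at the other. In the rescue it was -0.39 ± 0.11 (SD, n = 3, adjusted p = 0.145, limma) and in the suppressor -0.80 ± 0.02 (SD, n = 2, adjusted p = 0.0346, limma), with -0.80 and -1.75 at the other probe in the same order. The brighter probe was not called in any comparison. Without mutant replicate 3 its value was 1.10 and called.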

Since *pangolin* is best known as a negative regulator of wingless signaling, we searched among the genes regulated in *itpr^sv35/ug3^* mutant for other components of the wingless pathway (Table S1). *wnt5* was up-regulated by a log2 fold change of 0.6 to 0.9 and marginally down-regulated in both suppressor and rescue conditions. In vertebrates, Wnt5 has been implicated in InsP_3_R activation during development [31]. *l(2)dtl* mutants in *Drosophila* are lethal as embryos and *l(2)dtl* transcripts are up-regulated under heat-shock [32]. The molecular *function* of *l(2)dtl* has not been investigated in *Drosophila.* In mouse the l(2)dtl homolog is known as CTD2. Several independent studies have shown that it plays an important role in cell proliferation through regulation of a G2/M checkpoint [22]. A functional analysis of these genes needs to be carried out in *Drosophila itpr* mutants. This will help validate their potential regulation by InsP_3_ mediated intracellular Ca^2+^ signaling and also in understanding how developmental pathways impact growth and metabolism.

**Figure 6:**
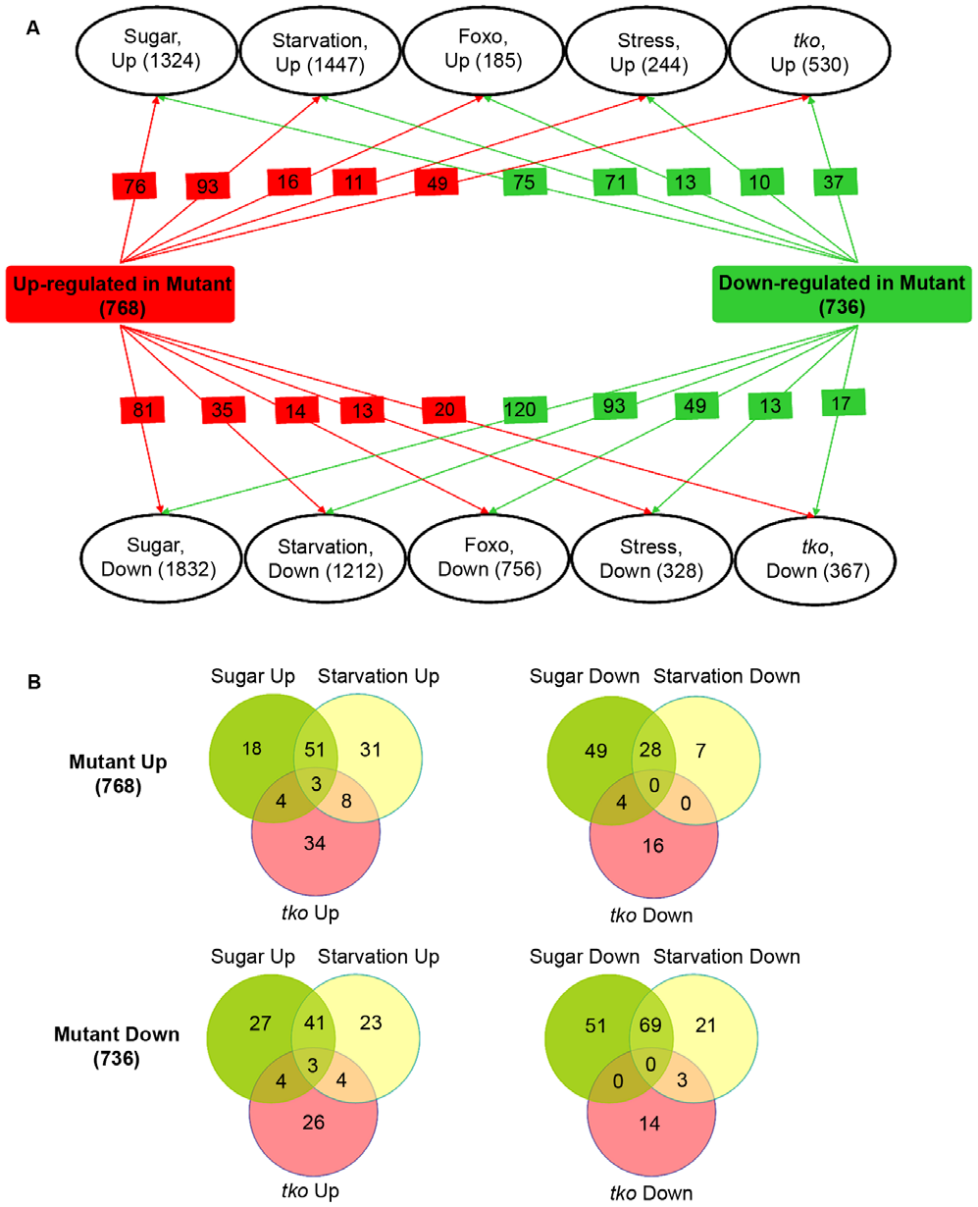
Comparative analysis of gene expression changes in *itpr^sv35/ug3^* with published data. (A) The list of genes significantly (*P*<0.05) up-regulated and down-regulated in mutant larvae were compared to gene lists obtained from selected published reports for larvae grown on sugar (protein deficient), under starvation, mutants for dFoxo and *tko*, and stress changes. Numbers of overlapping genes between these published conditions and those up-regulated and down-regulated in *itpr* mutants are listed in red and green square boxes. (B) Venn diagrams with the numbers of overlapping genes among the indicated conditions.

**Figure 7:**
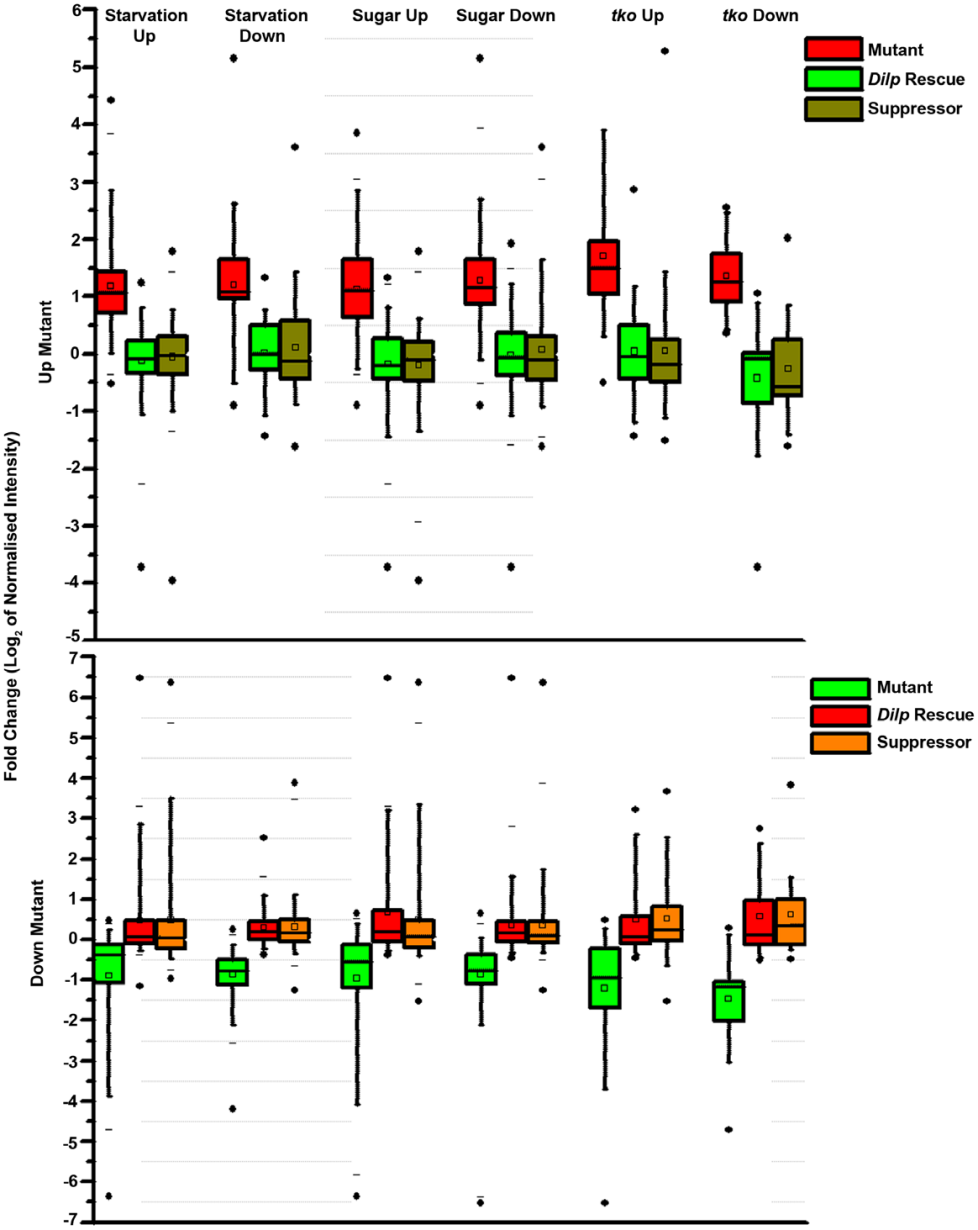
Expression levels of genes common between *itpr* mutants and the indicated conditions followed by their status in rescue and suppressed conditions. Box plots show the expression levels of genes common between *itpr* mutants and the indicated categories from figure 6. For genes up-regulated in mutants these include 93 genes for starvation up, 35 genes for starvation down, 76 genes for sugar up, 81 genes for sugar down, 49 genes for *tko* up and 20 genes for *tko* down. For genes down-regulated in mutants these include 71 genes in starvation up, 93 genes in starvation down, 75 genes in sugar up, 120 genes in sugar down, 17 genes in *tko* down and 37 genes in *tko* up.

## Supporting Information

Figure S1 **Gene Ontology classification for cellular components and molecular function (GO, CC and MF) of up-regulated and down-regulated genes in suppressed and rescued larvae.** The X-axis represents the number of genes in the suppressed and rescued condition in the marked category. Right panels indicate up-regulated genes and left panels indicate down-regulated genes. Number of genes in the categories shown had a P value≤0.05. * indicates functional categories with *P*<0.01. Complete lists of genes for each category are in Tables S6 and S7.
(TIF) Click here for additional data file.

Table S1 **A list of significantly up-regulated and down-regulated genes (log_2_ fold change >1;** ***P*** **<0.05) in mutant larvae (** ***itpr^sv35/ug3^*** **).**
(XLS) Click here for additional data file.

Table S2 **A list of significantly up-regulated and down-regulated GO categories (Biological Processes; BP, Cellular Component; CC, Molecular Functions; MF,** ***P*** **<0.05) with gene names in** ***itpr^sv35/ug3^*** **.**
(XLS) Click here for additional data file.

Table S3 **A list of up-regulated and down-regulated genes with log_2_ fold change ≥1 and** ***P*** **<0.05 in suppressed larvae (** ***Kum^170/+^; itpr^sv35/ug3^*** **).**
(XLS) Click here for additional data file.

Table S4 **A list of up-regulated and down-regulated genes with log_2_ fold change ≥1;** ***P*** **<0.05 in rescued larvae (** ***UASitpr^+^/+; Dilp2GAL4/+; itpr^sv35/ug3^*** **).**
(XLS) Click here for additional data file.

Table S5 **A list of filtered (P<0.05) up-regulated and down-regulated genes that are common between mutant, rescued and suppressed larvae with fold changes and GO terms.**
(XLS) Click here for additional data file.

Table S6 **A list of significantly up-regulated and down-regulated GO categories (BP, CC, MF,** ***P*** **<0.05) in suppressed larvae, with gene names.**
(XLS) Click here for additional data file.

Table S7 **A list of significantly up-regulated and down-regulated GO categories (BP, CC, MF,** ***P*** **<0.05) in rescued larvae, with gene names.**
(XLS) Click here for additional data file.

## References

[1] Cai X (2008). Unicellular Ca2+ signaling ‘toolkit’ at the origin of metazoa.. Mol Biol Evol.

[2] Futatsugi A, Nakamura T, Yamada MK, Ebisui E, Nakamura K (2005). IP3 receptor types 2 and 3 mediate exocrine secretion underlying energy metabolism.. Science.

[3] Matsumoto M, Nakagawa T, Inoue T, Nagata E, Tanaka K (1996). Ataxia and epileptic seizures in mice lacking type 1 inositol 1,4,5-trisphosphate receptor.. Nature.

[4] Agrawal N, Padmanabhan N, Hasan G (2009). Inositol 1,4,5- trisphosphate receptor function in Drosophila insulin producing cells.. PLoS One.

[5] Joshi R, Venkatesh K, Srinivas R, Nair S, Hasan G (2004). Genetic dissection of itpr gene function reveals a vital requirement in aminergic cells of Drosophila larvae.. Genetics.

[6] Sanyal S, Consoulas C, Kuromi H, Basole A, Mukai L (2005). Analysis of conditional paralytic mutants in Drosophila sarco-endoplasmic reticulum calcium ATPase reveals novel mechanisms for regulating membrane excitability.. Genetics.

[7] Venkiteswaran G, Hasan G (2009). Intracellular Ca2+ signaling and store-operated Ca2+ entry are required in Drosophila neurons for flight.. Proc Natl Acad Sci U S A.

[8] Venkatesh K, Siddhartha G, Joshi R, Patel S, Hasan G (2001). Interactions between the inositol 1,4,5-trisphosphate and cyclic AMP signaling pathways regulate larval molting in Drosophila.. Genetics.

[9] Banerjee S, Joshi R, Venkiteswaran G, Agrawal N, Srikanth S (2006). Compensation of inositol 1,4,5-trisphosphate receptor function by altering sarco-endoplasmic reticulum calcium ATPase activity in the Drosophila flight circuit.. J Neurosci.

[10] Tweedie S, Ashburner M, Falls K, Leyland P, McQuilton P (2009). FlyBase: enhancing Drosophila Gene Ontology annotations.. Nucleic Acids Res.

[11] Rulifson EJ, Kim SK, Nusse R (2002). Ablation of insulin-producing neurons in flies: growth and diabetic phenotypes.. Science.

[12] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium.. Nat Genet.

[13] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources.. Nat Protoc.

[14] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery.. Genome Biol.

[15] Lorentzos P, Kaiser T, Kennerson ML, Nicholson GA (2003). A rapid and definitive test for Charcot-Marie-Tooth 1A and hereditary neuropathy with liability to pressure palsies using multiplexed real-time PCR.. Genet Test.

[16] Venkatesh K, Hasan G (1997). Disruption of the IP3 receptor gene of Drosophila affects larval metamorphosis and ecdysone release.. Curr Biol.

[17] Zinke I, Schutz CS, Katzenberger JD, Bauer M, Pankratz MJ (2002). Nutrient control of gene expression in Drosophila: microarray analysis of starvation and sugar-dependent response.. EMBO J.

[18] Fujikawa K, Takahashi A, Nishimura A, Itoh M, Takano-Shimizu T (2009). Characteristics of genes up-regulated and down-regulated after 24 h starvation in the head of Drosophila.. Gene.

[19] McDonald MJ, Rosbash M (2001). Microarray analysis and organization of circadian gene expression in Drosophila.. Cell.

[20] Fernandez-Ayala DJ, Chen S, Kemppainen E, O'Dell KM, Jacobs HT (2010). Gene expression in a Drosophila model of mitochondrial disease.. PLoS One.

[21] Brunner E, Peter O, Schweizer L, Basler K (1997). pangolin encodes a Lef-1 homologue that acts downstream of Armadillo to transduce the Wingless signal in Drosophila.. Nature.

[22] Sansam CL, Shepard JL, Lai K, Ianari A, Danielian PS (2006). DTL/CDT2 is essential for both CDT1 regulation and the early G2/M checkpoint.. Genes Dev.

[23] Higa LA, Wu M, Ye T, Kobayashi R, Sun H (2006). CUL4-DDB1 ubiquitin ligase interacts with multiple WD40-repeat proteins and regulates histone methylation.. Nat Cell Biol.

[24] Gronke S, Clarke DF, Broughton S, Andrews TD, Partridge L (2010). Molecular evolution and functional characterization of Drosophila insulin-like peptides.. PLoS Genet.

[25] Bina S, Wright VM, Fisher KH, Milo M, Zeidler MP (2010). Transcriptional targets of Drosophila JAK/STAT pathway signalling as effectors of haematopoietic tumour formation.. EMBO Rep.

[26] Girardot F, Monnier V, Tricoire H (2004). Genome wide analysis of common and specific stress responses in adult drosophila melanogaster.. BMC Genomics.

[27] Berridge MJ, Bootman MD, Roderick HL (2003). Calcium signalling: dynamics, homeostasis and remodelling.. Nat Rev Mol Cell Biol.

[28] Cardenas C, Miller RA, Smith I, Bui T, Molgo J (2010). Essential regulation of cell bioenergetics by constitutive InsP3 receptor Ca2+ transfer to mitochondria.. Cell.

[29] Bass J, Takahashi JS (2010). Circadian integration of metabolism and energetics.. Science.

[30] Gershman B, Puig O, Hang L, Peitzsch RM, Tatar M (2007). High-resolution dynamics of the transcriptional response to nutrition in Drosophila: a key role for dFOXO.. Physiol Genomics.

[31] Kohn AD, Moon RT (2005). Wnt and calcium signaling: beta-catenin-independent pathways.. Cell Calcium.

[32] Kurzik-Dumke U, Neubauer M, Debes A (1996). Identification of a novel Drosophila melanogaster heat-shock gene, lethal(2)denticleless [l(2)dtl], coding for an 83-kDa protein.. Gene.

How the deposited data were processed for this re-analysis (not part of the article)

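The data come from 8 two-channel Agilent arrays, all on 1 slide. Whole larvae of 4 genotypes were compared in 3 experiments: itpr^sv35/ug3 mutants against Canton-S (3 arrays), mutants rescued with UASitpr^+ and Dilp2GAL4 against mutants (3 arrays), and mutants with the Kum^170 suppressor against mutants (2 arrays). The first genotype of each pair was labelled with Cy5 and the second with Cy3 on every array, and the dyes were not exchanged. The first row of the slide holds the mutant arrays and 1 rescue array, and the second row holds the others.

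Per the file headers, the signal intensities were made with Agilent Feature Extraction, which subtracted the background, corrected spatial trends, normalized the dyes within each array by a linear and a LOWESS step, and put surrogate values in place of dim signals. Per the file headers, the arrays were not scaled to each other. As deposited, the series table holds log10 ratios of Cy5 over Cy3 made from these processed signals, and it served as an alternative source of the values. The mean spot intensity and the median background intensity, as deposited, are the uncorrected scanner values. According to the methods, the authors then filtered genes in GeneSpring GX with a t-test and Benjamini-Hochberg adjustment.

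From the processed intensities, log2 ratios of Cy5 over Cy3 were computed. Control spots (1319) and spots marked as outliers (366 to 434 per array) were left out, and the spots of each probe were averaged. No spot was marked as saturated. A probe counted as well above background on an array where at least 50% of its used spots were, and it was tested where this held in at least 1 channel on at least 2 of the 8 arrays. The share of spots well above background was 56.6% to 60.2% in Cy5 and 58.5% to 63.8% in Cy3, and the median processed signal per array was 49.1 to 65.4, so folds of dim probes are imprecise. The median log2 ratio of the tested probes lay between -0.06 and 0.01.

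The log2 ratios of all 8 arrays were fitted together with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3, with a mean for each of the 3 experiments and a contrast of rescue minus suppressor. The fit had 5 residual degrees of freedom per probe and 3.43 prior degrees of freedom. Every p beside a gene is from this fit, with Benjamini-Hochberg adjustment over the tested probes of a comparison. A probe was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and a gene where at least 1 probe was called and none the other way. Genes restored or further changed were called at the same probe in both comparisons. Every p beside a list of genes is from limma's camera over probes, with adjustment over 17 lists in 3 comparisons, and fry was run beside it. Shares of genes were compared with two-sided Fisher's exact tests.

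Genes were named by a rule: every gene of Table 3 and the genes named in the text, by the probe of the paper's Tables S1, S3 and S4 or otherwise by the brightest probe; for each comparison the 5 called genes with the largest rise and the 5 with the largest fall that went the same way on every array; roX1 and roX2 as a check of the sex ratio; and at most 3 members of each list with the largest change. The SD beside a value is that between arrays. The medians of the categories of Tables S2, S6 and S7 take genes not measured in 1 channel at their bound and leave out genes not measured in both. Each gene is taken at its probe of Tables S1, S3 or S4, or at its brightest tested probe where none was matched to it.

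The fit was tested on simulated data with 200 changed probes in each comparison. It recovered 89.5%, 92.0% and 83.5% of them in the mutant, rescue and suppressor comparisons with 4, 4 and 10 false calls, and the methods' t-test with adjusted p recovered 0, 1 and 0 probes.

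The samples, the tests, the thresholds, the naming rule and most of the alternatives were set before the data were examined. The alternatives were normexp background correction (offset 50) with loess, loess added to the processed signals, the series table, no filter on dim probes, probes well above background in both channels, separate fits, eBayes without a trend, the methods' t-test, unadjusted p, a term for the replicate number (a replicate block, also with the sign of the mutant RNA), a term for the row of the slide, each array left out, probes averaged per gene, and any probe of a gene in place of the same probe. For Table 3 and the lists of genes, some of these were added after seeing the data. The qPCR of the paper and the gene lists of other studies that it compares with were not analysed here. Python 3.11.15 was used to read the annotation and draw the figures.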

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

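The tests of the dye difference within Cy3, of a stepwise rise, of the signal near background in Cy3, of the chromosome 3 shares in the rescue, in the suppressor and between them, of the large falls on chromosome 3 and of roX1 in the rescue were chosen after the results were seen.

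The rescue and the suppressor differ from each other at 353 genes in a direct test of their difference (limma), 149 higher and 204 lower in the rescue. Both are measured against mutant RNA on the same slide, but 1 rescue array lies in the other row. With the row of the slide as a term, 175 genes were called. Without rescue replicate 1 the count was 176, without rescue replicate 2 it was 157, and without suppressor replicate 2 it was 230, where the lone suppressor array is assumed to vary like the other groups. A chromosome 3 that differs between the 2 genotypes was tested as an explanation: it would raise the share of chromosome 3 among these genes, which was 21.99% (73 of 332), below the 36.59% of the other genes called in either comparison (Fisher's exact test, p = 1.49e-07). This argues against chromosome 3 as the main source. The other chromosomes carry the rescue transgenes and the Kum^170 allele, and differences in their background may contribute; this was not separated from an effect of the genotypes, which stays open and untested.

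At 247 genes (143 without rescue replicate 1, 157 and 92 without suppressor replicates 1 and 2) the same probe was higher in all 3 comparisons, as if the level rose from wild type to mutant and again from mutant to both other genotypes; the paper reports such genes as further changed but not the signal within a single dye. A stepwise rise was tested within Cy5, where rescue minus mutant had a median of 0.05163, with quartiles of -0.12 and 0.26, although the median log2 ratio of rescue over mutant was 1.95. This argues against a stepwise rise for these genes as a set. A dye difference alike in all genotypes needs little difference between mutant and wild type RNA within Cy3. At the 15 of these probes that were well above background in Cy3 on all 8 arrays, the median was 0.5167 with quartiles of -0.0924 and 1.1863, beside a log2 ratio of 1.442, so these few probes leave it open; at the other probes a Cy3 signal near background cannot show a difference. A dye bias of single probes needs other probes of the genes to move less, and their median log2 fold change in the mutant was 0.1391, against 0.4222 for genes higher in the mutant alone. A signal near background in Cy3 was found at 52.23% of these probes, against 3.374% of those higher in the mutant alone (Fisher's exact test, p = 1.29e-65). Taking probes with Cy5 above Cy3 in all 3 comparisons itself favours a dim Cy3, so this contrast cannot decide the question. Given the values within Cy5 and at other probes, a difference between the dyes at these probes stays a candidate explanation. Exchanged dyes would test it. A biological rise at single genes stays open.

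The genes st and Su(P), outside those the paper discusses, lie near each other on chromosome arm 3L (16493491 to 16493550 and 16603818 to 16603877). In the suppressor st was at least 20.63-fold higher than in the mutant, and Su(P) was higher by 5.7468 (log2) on 2 of 2 arrays. In the mutant st was at least 60.5-fold lower and Su(P) had -5.20, and in the rescue neither RNA was well above background for either gene. A chromosome 3 that differs between rescue and suppressor was tested on the large falls in the mutant (at least 4-fold): 25.58% of those on chromosome 3 were raised in the suppressor alone, against 9.701% on other chromosomes (Fisher's exact test, p = 0.00233), and 3 against 27 genes were raised in the rescue alone. A candidate explanation is that a chromosome 3 in the suppressor stock differs from that of the rescue stock near these genes, through recombination or another source of the alleles. The test of all genes called between rescue and suppressor, with 21.99% on chromosome 3, argues against a difference over the whole chromosome. An effect of Kum^170 on these 2 genes stays open, and each rests on 1 probe.

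The non-coding RNA roX1, which the paper does not discuss, had -1.5225 in the rescue at the listed probe (lower on 3 of 3 arrays, adjusted p = 0.0195), a call that was lost with each rescue array left out in turn and under the replicate block (adjusted p = 0.0509), but not under the signed replicate block (adjusted p = 0.00188), which was chosen after the result was seen. A sex ratio with fewer males would lower all probes of roX1 by about the same amount. At the brightest probe the value was -0.3977 with an SD of 0.11, and this argues against the sex ratio as the whole cause of the larger value. In all, 5 of the 6 probes of roX1 and roX2 were lower by more than their SD, so a smaller shift of the sex ratio in the rescue stays open. A difference in sequence under the listed probe was not tested.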

How the results depend on the processing

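The tests chosen after the results were seen were, for Table 3, loess added, both channels above background, limma at unadjusted p and the methods' t-test, for Table 3 and the named genes the signed replicate block, and for the lists of genes loess added, the series table and both replicate blocks, and for the correlation of arrays the tested probes.

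Across the alternatives, 3338 of the values of named genes kept their direction and their side of the threshold, 182 lost their call, 57 gained one and 0 changed direction under a call. For the lists, 336 kept both, 15 lost and 5 gained a call, and 1 reversed: chitinases and imaginal disc growth factors in the mutant, with probes averaged per gene, where the adjusted p was 0.987 (0.000481 to 0.987 over its alternatives). The cause was not tested. Of the total counts under alternatives, 127 stayed within 1.5 times the value reported and 36 did not; of their parts, 302 did and 150 did not.

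Normexp with loess gave 748 genes in the mutant, 399 in the rescue, 464 in the suppressor, 181 restored and 64 further changed; the cause was not tested. Of these, 716, 384, 437, 176 and 61 were among the genes called with the processed signals.

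Probes well above background in both channels gave 1212, 577, 791, 277 and 63 in the same order, and 19 Table 3 genes; fewer probes are tested by construction.

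The methods' t-test at adjusted p gave 4, 9 and 0 genes in the mutant, rescue and suppressor, 1 between rescue and suppressor, 0 restored, 0 further changed and 0 of Table 3. At unadjusted p it gave 1809, 1113 and 587, with 663 between rescue and suppressor, 292 restored, 270 further changed and 28 of Table 3, and limma at unadjusted p gave 2459, 1578 and 1952. In simulated data the t-test at adjusted p recovered at most 1 of 200 changed probes. The main fit called 2687, 1490 and 1677 probes in the mutant, rescue and suppressor, so the simulated changes were sparser. A spread taken from 2 or 3 arrays without pooling may underlie the low counts, but this setting does not settle their cause. Limma at unadjusted p gave 932 between rescue and suppressor, by construction a looser threshold.

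The replicate block gave 747 in the suppressor, and 54 higher and 51 lower between rescue and suppressor (1.1e+02 in all, rounded); the cause was not tested. The same block with the sign of the mutant RNA gave 694 between rescue and suppressor, and moved no other total by more than 1.5 times; the cause was not tested. The row of the slide as a term gave 433 in the rescue, 68 in the suppressor, 175 between them, 144 restored and 102 further changed; only the rescue arrays lie in both rows, so this term takes up most of the difference between the groups by construction.

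With 1 array left out at a time, the rescue count ranged from 759 to 1392 and the count between rescue and suppressor from 157 to 419, with fewer arrays by construction. Where 1 suppressor array was left, it was assumed to vary like the other groups. The total counts in the mutant, the suppressor, and of restored and further changed genes stayed within 1.5 times.

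The signal over background limits the folds of dim probes: on the 8 arrays, 56.6% to 60.2% of the spots were well above background in Cy5 and 58.5% to 63.8% in Cy3, and 18 of the values of Table 3 were not well above background in 1 channel. The 4 possible assignments of signs to 3 arrays are too few to exclude chance for the counts in the mutant and the rescue. In each case 1 of 4, the real assignment, gave as many genes, and the others gave 0. In the 20 simulated sets in which the rescue did not differ from the mutant, a mean of 0.2 genes (range 0 to 1) was called in the rescue. Those sets drew independent normal noise with the spread that the fit itself gave, so few calls follow by construction. They therefore cannot decide whether chance explains the 1319 genes called in the rescue. No such sets were made for the mutant count.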

Differences from the paper's values

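The signed replicate block for the genes of Table 3 and the named genes and the tested probes for the correlation of arrays were tests chosen after the values were seen.

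For the mutant, the paper gives 1504 genes, 768 up-regulated and 736 down-regulated, and here 2315, 1167 and 1148 were called. Among identified genes alone, matched alike on both sides after the values were seen, there were 1549 here and 993 in the paper's list. Of the alternatives set before the data were examined, the total comes within 1.5 times with both channels above background (1212), separate fits (2167), the methods' t-test at unadjusted p (1809), the replicate block (2053), the row of the slide (2248), probes averaged per gene (1660), and without mutant replicate 1 (1957) or 2 (1855) or rescue replicate 1 (2247) or 2 (2219). The other 12 do not. The same settings bring the up-regulated genes within 1.5 times, as do eBayes without a trend (1152) and leaving out mutant replicate 3 (1119). The settings that bring the total within 1.5 times also do so for the down-regulated genes, as does loess added (1055). For these genes, eBayes without a trend (1121) and leaving out mutant replicate 3 (1230) do not.

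For the rescue, the paper's tables list 515 genes as up-regulated, and here 792 were called. Both channels above background (350), separate fits (741), no trend (768), the t-test at unadjusted p (637), the replicate block (600), probes averaged per gene (598), and leaving out mutant replicate 1 (754) or 2 (745) or rescue replicate 1 (475) or 2 (529) come within 1.5 times, and the other 12 do not. For the suppressor, the paper's tables list 342 up-regulated and 178 down-regulated genes, and here 814 and 655 were called. Normexp with loess (321 and 143) and the t-test at unadjusted p (382 and 205) come within 1.5 times for both. Both channels above background (453), the replicate block (424) and leaving out suppressor replicate 2 (498) do so for the up-regulated genes alone, and the others for neither.

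For genes up-regulated in the mutant and restored, the paper gives 64 for the rescue, 32 for the suppressor and 15 for both, and here there were 136, 140 and 61. For the rescue, normexp with loess (54), both channels above background (71), the row of the slide (49) and leaving out rescue replicate 1 (87) come within 1.5 times. For the suppressor, normexp with loess (38) and the t-test at unadjusted p (47) do, and for both the t-test at unadjusted p (21). For genes down-regulated in the mutant and restored, the paper gives 82, 45 and 16, and here there were 192, 182 and 93. For the rescue, normexp with loess (88), both channels above background (122) and the row of the slide (87) come within 1.5 times, for the suppressor no alternative does, and for both the row of the slide does (21). All other alternatives set before the data were examined stay further away.

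For genes further up-regulated, the paper gives 153 for the rescue, 85 for the suppressor and 69 for both, and here there were 312, 284 and 247. The t-test at unadjusted p (221, 74 and 56) comes within 1.5 times for all 3, leaving out rescue replicate 1 (166) or 2 (203) for the rescue, and leaving out suppressor replicate 2 for the suppressor (107) and for both (92). For genes further down-regulated, the paper gives 14 for the rescue and 3 for the suppressor, and here there were 38 and 34. For the rescue, loess added (20), the replicate block (19), probes averaged per gene (18) and leaving out rescue replicate 1 (13) or 2 (10) come within 1.5 times, and for the suppressor normexp with loess does (3). The other alternatives do not.

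The paper counts 6146 probes without a gene identifier, and here 10879 had none; no alternative was set.

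For the correlation of arrays, the paper gives 0.86 for mutant replicates 1 and 2, and here it was 0.7277. With both channels above background (0.8611) and normexp with loess (0.8556) it came close to the paper's value. Over the tested probes, which were chosen after seeing the values, it was 0.8284, and in the series table it was 0.7256. For mutant replicates 1 and 3 the paper gives 0.79 and here it was 0.5475, and for 2 and 3 the paper gives 0.84 and here it was 0.5702. For rescue replicates 1 and 3 the paper gives 0.64 and here it was 0.5504, and for 2 and 3 the paper gives 0.83 and here it was 0.541. For the suppressor replicates the paper gives 0.84 and here it was 0.5157. None of the 3 alternatives reaches these. The tested probes, chosen after seeing the values, came near the paper's value for rescue replicates 1 and 3 (0.604) alone.

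Between mutant and rescue arrays, the paper gives 0.06, 0.04 and 0.06 for mutant replicate 1 with rescue replicates 1, 2 and 3, and here they were -0.002, -0.0622 and -0.0061. For mutant replicate 2 with rescue replicates 2 and 3 the paper gives 0.03 and 0.04, and here they were -0.0829 and -0.0599. For mutant replicate 3 with rescue replicate 3 the paper gives 0.01, and here it was -0.2351. Between mutant and suppressor arrays, the paper gives 0.03 for replicates 1 and 1, 0.06 for 2 and 1, 0.03 for 2 and 2, 0.15 for 3 and 1, and 0.14 for 3 and 2, and here they were -0.1414, -0.0687, -0.0503, -0.0252 and 0.0206. None of the 3 alternatives reaches these, nor do the tested probes.

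Between rescue and suppressor arrays, the paper gives 0.53 for replicates 2 and 1, 0.66 for 2 and 2, and 0.56 for 3 and 2, and here they were 0.4066, 0.5079 and 0.4634. With both channels above background they were 0.479, 0.5847 and 0.4089, and with normexp with loess 0.4527, 0.5404 and 0.3821. Over the tested probes, chosen after seeing the values, they were 0.4659, 0.5814 and 0.4814. All of these lie below the paper's values.

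For Table 3, whose values are on the log2 scale, the paper gives 2.9 for CG12934 in the mutant and -2.3 in the rescue, and here they were 2.8154 and -2.1813; no alternative comes within the SD. For l(2)dtl in the suppressor, the paper gives 3.6, and here the bound on the fold was 4.269 on the log2 scale. No alternative was run. Bounds of some other genes also lay above the paper's values, but within 1.5 times, such as 2.48 against 2.0 for CG10859 in the mutant. For CG33459 in the suppressor, the paper gives 2.6 and here it was 2.6733; leaving out suppressor replicate 2 (2.6393) comes within the SD, as does the signed replicate block (2.5713), which was chosen after seeing the values, and the other alternatives do not.

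The paper lists CG9698 and CG7461 as restored in the suppressor, and here they had -1.45 (adjusted p = 0.0663; called under normexp with loess, in separate fits, and in the signed replicate block, which was chosen after seeing the values) and -0.99 (called without suppressor replicate 2). The paper states that DAT did not pass its filter because of its p, and here it was called in the mutant (1.18), the rescue (-1.11) and the suppressor (-1.58). The paper states that Idgf3 did not change significantly in the suppressor, and here it had 2.14 (adjusted p = 0.00825) and was called, though not without suppressor replicate 2 or under the replicate block; the signed replicate block, chosen after seeing the values, kept the call. The paper leaves Idgf4 out of Table 3 because of its filter, and here it was called in all 3 comparisons. The paper states that no gene was further down-regulated in both the rescue and the suppressor, and here 9 were, a count that was not stable: 12 with limma at unadjusted p, 2 with loess added or over probes well above background in both channels, 1 with the methods' t-test at unadjusted p, 0 at its adjusted p or under normexp with loess, and 1 to 5 without one or another of 6 arrays. The paper names cry among the up-regulated circadian genes, and here neither channel was well above background. The paper's text counts more down-regulated genes of the mitochondrion than the 43 that its Table S2 lists, and 27 of the 42 tested here were called.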

Other observations

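The tests of chromosome 3 in the rescue and suppressor, of shared mutant RNA and of the antimicrobial peptides were chosen after the results were seen.

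Genes restored in both the rescue and the suppressor lie on chromosome 2 in 61.59% of cases, against 39.23% of the other genes called in the mutant. A candidate explanation is a second chromosome exchanged in both genotypes, since the rescue and the suppressor bring in second chromosomes from other stocks; the genotypes themselves stay open as an explanation, as untested.

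A genetic background of the third chromosome as a main source of the changes in the mutant would raise the share of chromosome 3, which was 41.24% of the called genes against 44.36% of the others. This argues against it. In the rescue, chromosome 3 holds 28.66% of the called genes against 45.30% of the others (Fisher's exact test, p = 5.3e-31), and in the suppressor 38.25% against 44.49% (p = 7.36e-06; p = 0.138 with the row of the slide as a term). A candidate explanation is the third chromosome shared with the mutant RNA on the same arrays, which would leave fewer differences of background there; if so, part of the genes called on the other chromosomes may reflect background.

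The markers of the last larval instar had a median of -1.941 in the mutant (-1.438 with probes not measured in a channel at their bound; adjusted p = 0.0354, camera; 0.000481 to 0.0731 over its alternatives), 0.58 in the rescue (0.9162 with such bounds; adjusted p = 0.00445) and 0.54 in the suppressor (0.4314 with such bounds; not called, adjusted p = 0.0970; called by fry, 0.02586, and with a replicate block chosen after seeing the data, 0.04387; up to 0.2116 under normexp). A developmental stage that lags in the mutant larvae may therefore contribute to the changes and to their return, as may an effect of the receptor on these genes; the 2 were not separated.

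The sex ratio of the larvae was tested with roX1 and roX2, which had -0.1863 (SD 0.60) and 0.08 (SD 0.11) in the mutant. This argues against a large shift of the sex ratio between mutant and wild type.

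Of the 200 genes with the largest rises and falls in the mutant and with more than 1 tested probe, the brightest other probe was not called the same way for 62.0%. A sequence variant under a single probe, or a change of single transcripts, may explain these. Of the 100 rises, 24 were at probes higher in all 3 comparisons, against 0 of the 100 falls. For part of the rises, a difference between the dyes is therefore a candidate as well. For the other 38.0% the other probe was called the same way.

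The gene white (w), which marks transgenes, was at least 12.9-fold lower in the mutant than in wild type, 4.05 ± 0.38 (log2, SD, n = 3) higher in the rescue and at least 1.38-fold lower in the suppressor than in the mutant.

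Mutant RNA shared between the arrays could make unchanged genes look restored. If its noise were the source, genes called without the arrays of 1 number would lie near 0 on the rescue and suppressor arrays of that number. On these 5 arrays the lowest median in the called direction was 1.058 for restored genes (quartiles 0.3976 and 1.9255, on rescue replicate 3) and 1.554 for further changed genes (quartiles 0.8894 and 2.2884, on the same array), and 84.81% to 100% and 93.89% to 100% of the genes lay on the called side. On suppressor replicate 2 the further changed genes were represented by only 1 gene, so that array says nothing about them as a set. This argues against the noise of shared mutant RNA as the main source of these genes; a part of them may still owe their call to it, and a deviation common to all mutant RNAs was not tested. Deviations of same-numbered mutant and rescue arrays from their means correlate at -0.387, -0.238 and -0.530.

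The antimicrobial peptides had medians of 0.02, 0.50 and 2.12 on the 3 mutant arrays, with an SD of 1.102, the widest of the 17 lists (next 0.9064). The median signal of these probes in mutant RNA with the number 3 was 6.78 in Cy5 and 6.84 in Cy3, and with the number 1 it was 4.85 in Cy5 and 4.90 and 4.85 in Cy3. With the number 2 the channels matched less closely, with 5.26 in Cy5 and 5.59 and 5.82 in Cy3. An immune response that differs between the cultures of one genotype may underlie this spread, and the rise in the rescue and suppressor was not separated from it.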
